# Prediction of occult tumor progression via platelet RNAs in a mouse melanoma model: a potential new platform for early detection of cancer

**DOI:** 10.1186/s12967-022-03268-z

**Published:** 2022-02-05

**Authors:** Yue Yin, Ruilan Jiang, Mingwang Shen, Zhaofang Li, Ni Yan, Junqiao Feng, Hong Jiang, Jiaxin Lv, Lijuan Shi, Lina Wang, Xi Liu, Kaiyun Zhang, Di Chen

**Keywords:** Platelet RNA, Early detection, Occult tumor, Liquid biopsy, Mouse model

## Abstract

**Background:**

Cancer screening provides the opportunity to detect cancer early, ideally before symptom onset and metastasis, and offers an increased opportunity for a better prognosis. The ideal biomarkers for cancer screening should discriminate individuals who have not developed invasive cancer yet but are destined to do so from healthy subjects. However, most cancers lack effective screening recommendations. Therefore, further studies on novel screening strategies are urgently required.

**Methods:**

We used a simple suboptimal inoculation melanoma mouse model to obtain ‘pre-diagnostic samples’ of mice with macroscopic melanomas. High-throughput sequencing and bioinformatic analysis were employed to identify differentially expressed RNAs in platelet signatures of mice injected with a suboptimal number of melanoma cells (eDEGs) compared with mice with macroscopic melanomas and negative controls. Moreover, 36 genes selected from the eDEGs via bioinformatics analysis were verified in a mouse validation cohort via quantitative real-time PCR. LASSO regression was utilized to generate the prediction models with gene expression signatures as the best predictors for occult tumor progression in mice.

**Results:**

These RNAs identified from eDEGs of mice injected with a suboptimal number of cancer cells were strongly enriched in pathways related to immune response and regulation. The prediction models generated by 36 gene qPCR verification data showed great diagnostic efficacy and predictive value in our murine validation cohort, and could discriminate mice with occult tumors from control group (area under curve (AUC) of 0.935 (training data) and 0.912 (testing data)) (gene signature including *Cd19*, *Cdkn1a*, *S100a9*, *Tap1*, and *Tnfrsf1b*) and also from macroscopic tumor group (AUC of 0.920 (training data) and 0.936 (testing data)) (gene signature including *Ccr7*, *Cd4*, *Kmt2d*, and *Ly6e*).

**Conclusions:**

Our proof-of-concept study provides evidence for potential clinical relevance of blood platelets as a platform for liquid biopsy-based early detection of cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-022-03268-z.

## Background

Elegant studies have been designed to identify cancer biomarkers or signatures of indicating how patients would respond to therapies [1, 2]. These previous studies aim to diagnose malignancy or to examine the prognosis such as future metastasis or long-term survival. However, the ideal biomarkers for the early detection of cancer should discriminate individuals with occult cancer that is destined to progress from healthy subjects.

Traditional cancer screening methods have demonstrated low accuracy and efficacy, while novel cancer markers such as circulating tumor cells (CTCs) and circulating tumor DNA (ctDNA), which offer new genomic approaches through liquid biopsies, still have limited efficiency [3–6]. Indeed there are previous longitudinal studies using pre-diagnostic serums to screen for novel biomarkers of early cancer detection. These studies utilized pre-diagnostic serum to detect tumor-specific antigens or auto-antibodies for cancer risk prediction with limited sensitivity [7–10]. Novel cancer markers such as ctDNA have also promised to be a sensitive and specific test for cancer screening [11, 12]. However, ctDNA testing has several limitations for a screening platform compared with platelet RNA testing such as its limited abundance in blood, difficulty in extraction, dependency on known hotspots and its high expense. Therefore, further studies searching for new blood-based biomarkers for early cancer detection are now urgently required. Blood platelets, which are traditionally known for their function in hemostasis and thrombosis, have emerged as important participants in tumor pathogenesis [13, 14]. Recent studies have indicated significant platelet involvement in cancer growth and metastasis [15, 16]. It has been reported that tumor-educated platelets (TEPs) may have potential for cancer companion diagnostics [17–20]. However, whether platelets could serve as a platform for cancer risk assessment or early disease diagnostics still merits further investigation.

## Methods

### Mice

C57BL/6 mice were bred in the Laboratory Animal Center, Health Science Center, Xi'an Jiaotong University. All mice were female and aged between 6 and 8 weeks at the beginning of all experiments. Animal experiments were approved by the Animal Ethics Committee of Xi'an Jiaotong University. All animal experiments were set with a maximum endpoint at a tumor volume of 1000 mm^3^.

### B16F10 cell line

B16F10 cells negative for mycoplasma contamination were cultured and passaged in RPMI-1640 medium containing 10% fetal calf serum (FCS) (Gemini, USA) at 37 °C/5% CO_2_. For animal inoculations, cells were cultured in Dulbecco's Modified Eagle's Medium (DMEM) (Hyclone, USA) supplemented with 10% FCS and 5 µg/ml plasmocin prophylactic reagent (InvivoGen, Cat.: ant-mpp, USA) at 37 °C/5% CO_2_ to induce better melanin production. B16F10 cell line was generously provided by Dr Hui Zhang from Institute of Human Virology, Sun Yat-sen University and originally purchased from the ATCC.

### B16F10 melanoma inoculation

For melanoma inoculation, B16F10 melanoma cells were harvested by washing with phosphate buffer saline (PBS), then incubating cells at 37 °C for 1–2 min with 1 × Trypsin/EDTA (Gibco, USA) solution and washing with Hanks’ balanced saline solution (HBSS) twice. For B16F10 inoculation, the right flanks of mice were shaved with a mini-razor and cells (2 × 10^3^, 5 × 10^3^, 1 × 10^4^ and 1 × 10^5^ cells per mouse for each group) were suspended in 100 μl HBSS and then injected under the right flank subcutaneously using a 30G needle. Tumor formation was monitored by inspecting via a magnifying scope and measured with a caliper periodically (tumor volume was estimated using this formula: volume = length × width × height × 0.5) [21].

### Blood sample collection

Blood samples were collected from retro-orbital sinuses of C57BL/6 mice 14 days after inoculation. For terminal or nonterminal blood collection, mice were fully anesthetized with isoflurane and blood samples were collected by puncturing the retro-orbital sinuses of mice using microhematocrit capillary tubes. Blood was collected into a tube containing the anti-coagulant EDTA. After nonterminal blood collection (less than 1% of body weight, approximately 150–200 μl), the tube was withdrawn and a slight pressure was put on the eye with a sterile cotton swab to ensure hemostasis. After terminal blood collection, mice were euthanized by cervical dislocation.

### Isolation of platelet and PBMC RNA

Blood platelets isolation was performed as described previously [20, 22]. Briefly, anti-coagulated blood was centrifuged at 180×g at room temperature for 10 min, yielding platelet-rich plasma. Platelets were isolated from the platelet-rich plasma by centrifugation at room temperature for 10 min at 1250 × g. The platelet pellet was lysed in TRIzol Reagent (Invitrogen, Thermofisher Scientific, USA) and frozen at − 80 °C for future use.

The bottom layer of the centrifuged blood sample from the first step of platelet isolation was further used for peripheral blood mononuclear cell (PBMC) isolation using mouse PBMC isolation kit (TBD science, Tianjin) following the manufacturer’s instructions. Briefly, the aforementioned bottom layer was mixed with the same volume of diluting solution provided by the manufacturer and the mixture was carefully layered on the PBMC isolation reagent of the same volume in a sterile centrifuge tube. The tube was then centrifuged at 950 × g for 30 min at room temperature. PBMC layer was transferred into a new tube from the interphase with a transfer pipette and washed twice by mixing with 10 ml washing solution (also provided by the manufacturer) followed by centrifuging at 250 × g for 10 min. The final PBMC pellet was lysed in TRIzol and kept in -80 °C for further use.

### Next generation sequencing

Next generation sequencing was performed in Novogene (Tianjin, China). Briefly, platelet or PBMC RNA samples were assessed for quantity, purity and integrity using NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and RNA Nano 6000 Assay Kit of Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Samples were pooled to satisfy the quantity criteria of RNA sequencing and a minimum amount of 20 ng RNA per pooled sample was used as input material for the RNA sample preparations. For platelet samples, the numbers of mice sacrificed for 5 pooled samples in three groups were as follows: 3, 4, 5, 3 and 5 mice for O group (optimal inoculation group, mice inoculated with 1 × 10^5^ B16F10 cells); 10, 10, 9, 11 and 10 mice for S group (suboptimal inoculation group, mice inoculated with 2 × 10^3^ B16F10 cells); 10, 5, 5, 10 and 10 mice for C group (negative control group, mice injected with HBSS). For PBMC samples, the numbers of mice sacrificed for 5 pooled samples in three groups were as follows: 3, 4, 5, 3 and 5 mice for O group; 5, 4, 5, 5 and 5 mice for S group; 5 mice for each sample in C group.

Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations with index codes added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation of mRNA was carried out followed by cDNA synthesis. Sequencing libraries were created by converting RNA to cDNA via reverse transcription and adding specialized adapters to both ends. Next, library fragments were purified and then PCR was performed with Phusion High-Fidelity DNA polymerase. PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Finally, qualified libraries were sequenced on an Illumina Novaseq platform.

### Sequencing data analysis

Novogene provided sequence alignment, data mapping and differential expression analysis. Briefly, raw data of fastq format were processed to obtain clean reads with high quality by removing reads containing adapter, reads containing ploy-N and reads of low quality from raw data. Clean reads were aligned to mus musculus reference genome using Hisat2 v2.0.5 alignment program. The R package featureCounts v1.5.0-p3 was applied to count the reads numbers mapped to each gene [23]. And then FPKM (fragments per kilobase of transcript sequence per millions base pairs sequenced) of each gene was calculated based on the length of the gene and read count mapped to this gene.

Differential expression analysis was performed using DESeq2 R package 1.16.1 [24]. The resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rates. Genes with *P* values < 0.05 were assigned as differentially expressed for pairwise comparisons. Differentially expressed genes for subsequent screening of distinct markers of early-early cancer (eDEGs) must meet these requirements: log_2_(S vs. C Fold Change) > 0, *P* < 0.05, log_2_(S vs. O Fold Change) > 0, *P* < 0.05; or log_2_(S vs. C Fold Change) < 0, *P* < 0.05, log_2_(S vs. O Fold Change) < 0, *P* < 0.05. O group, optimal inoculation group, mice inoculated with 1 × 10^5^ B16F10 cells; S group, suboptimal inoculation group, mice inoculated with 2 × 10^3^ B16F10 cells; C group, negative control group, mice injected with HBSS.

### Bioinformatics analyses and data visualizations

Data visualizations were performed using R (version 3.6.3) [25]. Heatmaps and clusterings were generated using pheatmap package [26]. Dot plots and bubble plots were generated using ggplot2 and corrplot packages [27, 28]. Pathway enrichment analyses of differentially expressed genes in suboptimal inoculation group (eDEGs) were performed using clusterProfiler package with reference from KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways with *P* values adjusted by Benjamini and Hochberg method [29, 30]. The protein–protein interaction (PPI) network of eDEGs was retrieved from STRING database [31] and reconstructed using Cytoscape [32]. Each node’s degree of connectivity in the network was calculated. Molecular COmplex DEtection (MCODE) [33] was used to find gene clusters based on topology locating densely connected regions.

### Quantitative real-time PCR

Blood platelet RNA was isolated as described above. Platelet RNA was then converted to complementary cDNA using PrimeScript RT Master Mix (Takara) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was performed with TB Green Premix Ex Taq (Takara, Beijing) using LightCycler 96 System (Roche Life Science, USA) with parameters adjusted according to the PCR cycler and the enzyme’s manuals. The reaction process was as follows: preincubation at 95 °C for 30 s; 40 cycles of 5 s at 95 °C and 30 s at 55 °C for annealing and extension; melting at 95 °C for 5 s, 60 °C for 60 s and 95 °C for 1 s; cooling for 30 s at 50 °C. Cycle-threshold (Ct) values were determined for each gene and normalized to the housekeeping genes *Actb*, *Gapdh*, *Gusb*, *Gnas* and *Oaz1*, which were validated previously as reliable reference genes for platelet RNA qPCR [34, 35].

### Statistic analyses

All statistical analyses were performed in PASW Statistics 18 (SPSS, USA) or Prism 8 (Graphpad, USA) and were two-sided. All experiments were performed with replicates as indicated, either with representative data shown, or with pooled data shown. Figures with pooled data from multiple experiments included all experiments performed. All data reflected multiple independent experiments with at least 3 mice per experiment, in which similar results were obtained.

Kaplan–Meier curves were generated to illustrate the relationship between percentage of tumor-free mice and time after inoculation. Mantel-Cox tests were used to test statistic significance.

Joinpoint software version 4.8.0.1 (National Cancer Institute, USA) was used to analyze tumor growth data for multi-phase regression in order to determine when the tumor went from occult state into fast progressing phase [36]. A maximum of 1 joinpoint was allowed based on the number of data points and previous studies on the role of angiogenesis in tumor dormancy [37]. The statistic significance of the change in tumor growth trend over time was tested using a Monte Carlo Permutation method embedded in the Joinpoint software [36]. Blood samples from mice whose tumor became visible more than 5 days after blood collection (19 days post-inoculation) were categorized as early-early group (E group). Alternatively, samples from mice with a mini-tumor (tumor volume < 1 mm^3^) on the day of blood collection (14 days post-inoculation) that did not progress for at least 20 days since inoculation (joinpoint ≥ 20, Permutation test *P* value < 0.05) were also classified as early-early group (E group). Blood samples from mice with macroscopic and palpable tumors (tumor volume > 30 mm^3^) were categorized as melanoma group (M group) and blood samples from mice injected with HBSS were in negative control group (C group).

Statistic analyses of qPCR results were performed via SPSS 18.0. Kruskal–Wallis non-parametric test was executed and adjusted *P* value below 0.05 was assigned as significant. Samples with more than 10 genes with invalid Ct values (no signal within 40 cycles of PCR due to low RNA quantity) out of 36 markers were excluded. Then genes with invalid Ct values in at least 5 samples in both dependent variable groups (probably due to low expression levels of certain chosen markers in platelets) were not included for subsequent variable selection via LASSO binary regression analysis.

The Least Absolute Shrinkage and Selection Operator (LASSO) model is a shrinkage method for regression with high-dimensional predictors, which can preserve valuable variables from a large and potentially multicollinear set of variables, and avoid overfitting. This method is suited for analyzing gene expression data where multicollinearity of selected genes in related biological pathways may occur. We performed LASSO binary logistic regression using glmnet R package [38]. Data were randomly divided into training set (70%) and testing set (30%). We utilized ten-fold cross-validation to select the penalty term λ with the alpha of 1. The binomial deviance was set as measures of the predictive performance of the fitted models. The built-in function in glmnet package produced the λ that minimized the binomial deviance. The coefficients of selected variables were obtained through the penalizing process. The seed was set to 10 for data replication. The prediction score formulas for the discrimination of early-early tumor (occult tumor, E group) from negative control group (C group) or from macroscopic melanoma group (M group) were established as follows: Score = Intercept + Σ Coefficient × (Ct_Variable_ – Ct_Ref_).

Ridge regression and elastic net regression were also performed as well as LASSO regression for comparison of models. For ridge regression, data were also randomly divided into training set (70%) and testing set (30%). We utilized ten-fold cross-validation to select the penalty term λ with the alpha of 0. The binomial deviance was set as measures of the predictive performance of the fitted models. The built-in function in glmnet package produced the λ that minimized the binomial deviance. The coefficients of variables were obtained through the penalizing process. For elastic net regression, we used caret and tidyverse packages to determine the optimal alpha and lamda combination [39, 40]. The seed was set to 10 for data replication. The prediction score formulas were as described above. Root mean square error (RMSE) were calculated and compared between 3 regression models.

Receiver operating characteristic (ROC) curves were constructed and area under curve (AUC) was calculated using SPSS 18.0. Probability statistics for ROC were calculated according to the prediction score formulas generated from LASSO regression analyses described above: Probability = e^Score^ / (1 + e^Score^).

## Results

### Inoculation of suboptimal numbers of tumor cells can induce delayed melanoma formation in mice

To investigate these issues, we established a melanoma mouse model by inoculating C57BL/6 mice with a suboptimal number of tumor cells, which were named an “early-early” mouse model since the tumors in our model were occult or microscopic before they rapidly grew and became macroscopic. C57BL/6 mice were subcutaneously injected with several concentrations of B16F10 cells. In contrast with the rapid tumor development in mice from the group injected with a optimal number of 1 × 10^5^ cells per mouse established by previous studies [41, 42], inoculation of mice with lower numbers of cells postponed the onset of tumor formation, with variable growth kinetics, as evidenced by the dispersion of growth curves (Fig. 1a). In groups injected with 1 × 10^5^ cells and 1 × 10^4^ cells per mouse, all mice developed tumors which became visible in 2 weeks and 3 weeks post-inoculation respectively (Fig. 1a, b). However, injection with suboptimal numbers of cells (5 × 10^3^ cells or 2 × 10^3^ cells per mouse) induced tumors in some subjects that remained small and did not progress for as long as 6 weeks after inoculation (Fig. 1a, b). Around 76% of mice (100 out of 131) injected with 5 × 10^3^ cells per mouse developed tumors that became visible at 2–6 weeks after inoculation, while only 13% of mice (8 out of 60) injected with 2 × 10^3^ cells per mouse formed visible tumors within 6 weeks post-inoculation (Fig. 1b, c). Moreover, around 24% of mice from the group injected with 5 × 10^3^ cells per mouse and 87% of mice injected with 2 × 10^3^ cells did not develop melanomas within 6 weeks after inoculation and remained tumor-free for a prolonged period of 15 weeks post-inoculation (Fig. 1b, c).

**Fig. 1:**
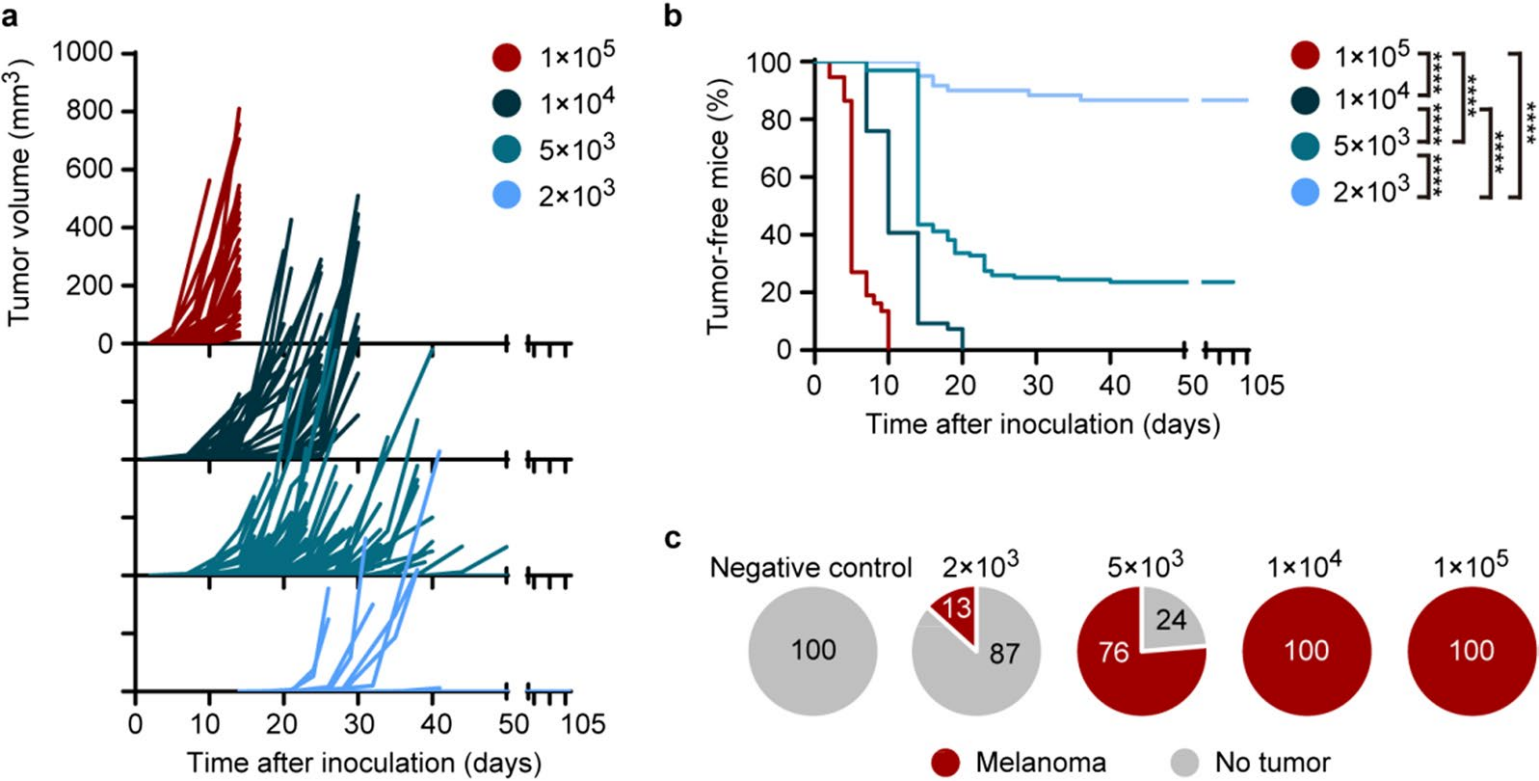
Tumor growth kinetics in C57BL/6 mice inoculated with different numbers of B16F10 cells. **a** Tumor growth curves after inoculation with optimal and suboptimal numbers of B16F10 cells. **b**, **c** Proportion of tumor-free and tumor-bearing mice following inoculation with B16F10 cells. Data pooled from *n* = 8 (1 × 10^5^ cells per mouse, red), *n* = 12 (1 × 10^4^ cells per mouse, dark blue), *n* = 29 (5 × 10^3^ cells per mouse, blue) and *n* = 14 (2 × 10^3^ cells per mouse, light blue) biologically independent experiments with *n* = 37 mice (1 × 10^5^ cells per mouse), *n* = 54 mice (1 × 10^4^ cells per mouse), *n* = 131 mice (5 × 10^3^ cells per mouse) and *n* = 60 mice (2 × 10^3^ cells per mouse). ****P < 10^–10^, log-rank Mantel-Cox test (**b**)

Since some tumors developed late (Fig. 1a), these “late-developer” mice harbored occult or microscopic melanomas after inoculation for weeks before they progressed into macroscopic tumors afterwards. We proposed that the “pre-diagnostic” blood samples from mice inoculated with a suboptimal number of tumor cells could be used for screening novel “early-early” cancer biomarkers.

Our data showed that samples from mice inoculated with higher number of cells could not be used for RNA sequencing for “early-early” model, since tumors were already in late stage (Fig. 1). Since the group inoculated with 2 × 10^3^ B16F10 cells could yield a very low proportion of mice with visible tumors by 14 days for blood sample collection (Fig. 1), we could euthanize most of the mice for RNA sequencing. So we chose 2 × 10^3^ B16F10 cells for inoculation of “early-early” group for maximum usage of mice.

### Platelet mRNA profiles of mice inoculated with a suboptimal number of tumor cells are distinct from those of both healthy and tumor-bearing mice

To screen for novel “early-early” cancer biomarkers in our melanoma model, we collected blood samples from optimal inoculation group (1 × 10^5^ cells per mouse, O group), suboptimal inoculation group (2 × 10^3^ cells per mouse, S group), and negative control group (C group) on day 14 post-injection, when optimal inoculation group all developed palpable tumors and suboptimal inoculation group did not form visible tumors yet, indicating the tumors might still be occult (Fig. 2a). Mice were autopsied after blood collection and examined under a magnifying scope as well as pathological examination to confirm there were no visible tumors in S group (Additional file 1: Fig. S1a).

**Fig. 2:**
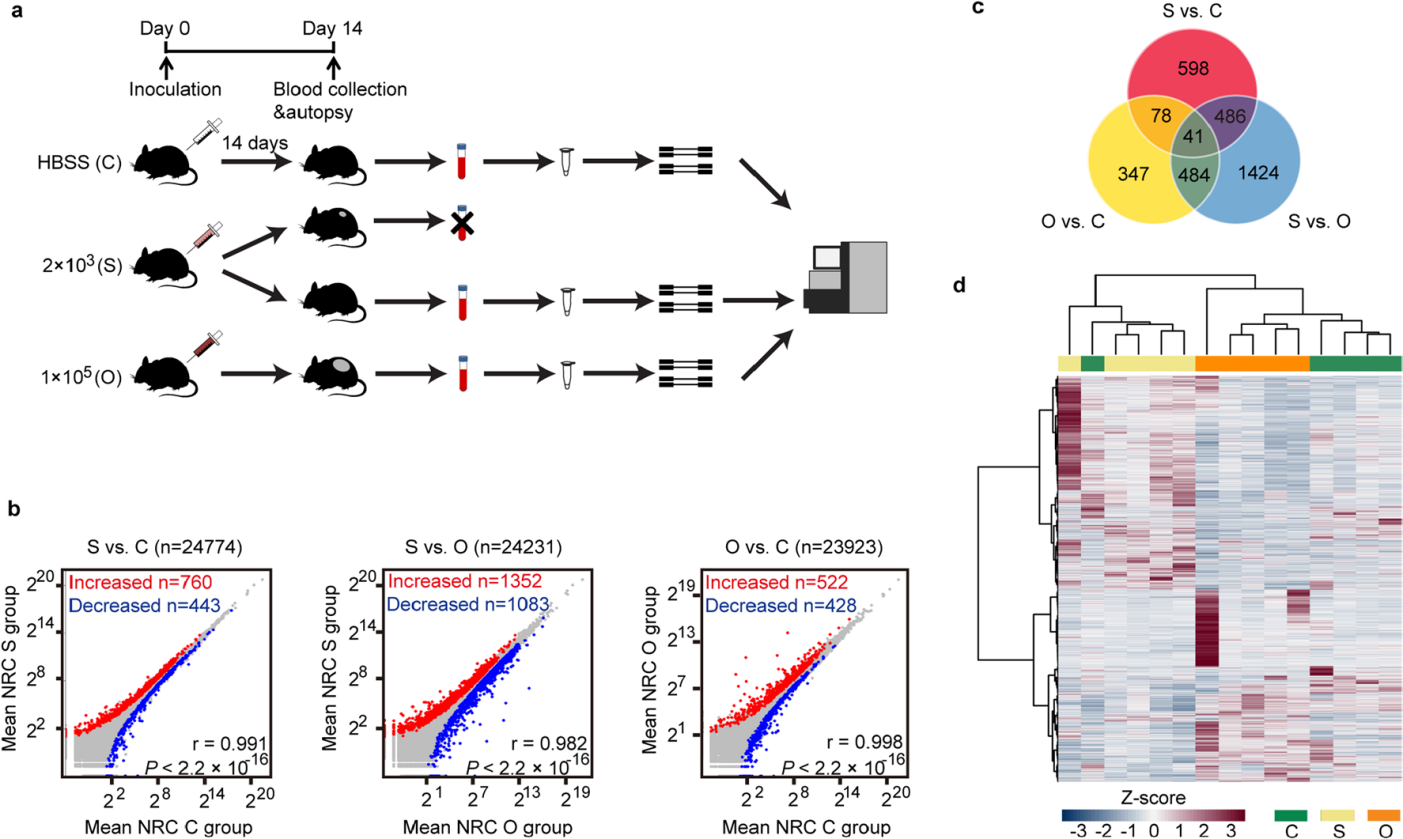
Distinct platelet RNA profiles of mice inoculated with a suboptimal number of B16F10 cells. **a** Animal model and platelet mRNA sequencing workflow, as starting from B16F10 cell injection, terminal blood collection, to platelet isolation, and mRNA sequencing. C group: negative control group, mice injected with HBSS (Hank's Balanced Salt Solution); S group: suboptimal inoculation group, mice inoculated with 2 × 10^3^ B16F10 cells; O group, optimal inoculation group, mice inoculated with 1 × 10^5^ B16F10 cells (**a**–**d**). **b** Correlation plots of mRNAs detected in platelets of S group, C group and O group mice, including highlighted increased (red) and decreased (blue) platelet mRNAs. NRC, normalized read counts (mean of group). r value calculated from Pearson's correlation test. **c** Venn diagram of differentially expressed genes from pairwise comparisons. **d** Heatmap of hierarchical clustering of platelet mRNA profiles of S group (beige), C group (green) and O group (orange). Data pooled (**b**, **c**) from *n* = 5 biologically independent experiments with *n* = 50 (S group) or *n* = 40 (C group) and *n* = 20 (O group) mice, or data representing all 5 independent experiments (**d**)

Recently, it has been reported that tumor-educated platelets (TEPs) may have potential for cancer companion diagnostics [17–20]. Therefore, we isolated blood platelets for further study as well as peripheral blood mononuclear cells (PBMCs) for comparison. Both platelet RNA and PBMC RNA were isolated and evaluated for quantity and quality. Total platelet RNA samples of 20 mice in O group, 50 mice in S group and 40 mice in C group were pooled into 5 samples per group in order to meet the quantity criteria of RNA sequencing. 

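Platelet RNA was sequenced as 5 libraries per group, each made from RNA pooled over several mice and collected on day 14. The pools of C group held 10, 5, 5, 10 and 10 mice, those of S group 10, 10, 9, 11 and 10 mice, and those of O group 3, 4, 5, 3 and 5 mice, as the methods list them. The records of the deposited samples give 10 mice for each of the 5 platelet pools of S group. The authors removed reads with adapter sequence, reads with poly-N and reads of low quality, aligned the rest with HISAT2, and counted reads per gene with featureCounts. The deposited values are these counts for 54532 Ensembl genes, without normalization. The paper's text does not name the genome build. Of the 664 annotated genes in Tables S9 and S10, 643 had the same start and end in GRCm38, whose positions (GENCODE mouse release 21) are used. The total count on genes ranged from 15286572 to 25360080 in C group (median 18366709), from 15150337 to 17564706 in S group (median 16371087), and from 12259036 to 19942596 in O group (median 19593403). Between 16681 and 21292 genes had at least 1 count in a library. The 10 most abundant genes took from 26.6% to 48.0% of the counts of an O group library, from 27.1% to 39.2% in S group and from 32.8% to 40.6% in C group. Each pair of groups was tested alone with edgeR's quasi-likelihood F test (two-sided) on the genes that passed its filterByExpr function, with TMM normalization factors that ranged from 0.599 to 1.52. As in the methods, genes with an unadjusted P under 0.05 were counted, and the number with a Benjamini-Hochberg adjusted P under 0.05 is given beside it. Levels are given as TMM-normalized CPM. Replicates are pools of mice, so each SD describes the spread between 5 pools.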

The disparity in platelet RNA quantity of mice from different groups was probably due to higher platelet production via thrombocytosis in tumor-bearing mice [43]. 

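The PBMC RNA of each group was likewise sequenced as 5 libraries. The total count on genes was between 14089426 and 15440504 in C group (median 15189512), between 14039342 and 15973449 in S group (median 15787856), and between 13390983 and 14279219 in O group (median 13426149). The pools held 5 mice each in C group, 5, 4, 5, 5 and 5 in S group, and 3, 4, 5, 3 and 5 in O group. The same reads-to-counts steps, filter, normalization and test were used as for the platelet libraries. TMM normalization factors were between 1.05 and 1.14 in C and S groups and between 0.565 and 1.10 in O group. A PBMC library had counts on 20540 to 32900 genes (median 22253). The highest number belongs to replicate 3 of S group.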

Total PBMC RNA samples of 20 mice in O group, 24 in S group and 25 in C group were also pooled into 5 samples per group to guarantee sufficient RNA quantity. Pooled platelet and PBMC RNA samples were then processed for RNA sequencing. Platelet RNA sequencing yielded a mean read count of around 53 million clean reads per sample, while PBMC RNA sequencing yielded about 44 million clean reads per sample. 

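The mean count on genes per library was 17627100 for platelets and 14676700 for PBMCs. These totals cover only reads assigned to annotated genes. The paper's 53 M and 44 M are clean reads before alignment, which is another measure. All values reported beside the paper's sentences rest on the counts on genes.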

After genome mapping of RNA reads, we identified among the platelet RNAs known platelet-abundant genes, such as beta-2 microglobulin (*B2m*), ferritin heavy polypeptide 1 (*Fth1*), platelet factor 4 (*Pf4*), pro-platelet basic protein (*Ppbp*) and thymosin, beta 4, X chromosome (*Tmsb4x*) (Additional file 1: Fig. S1b), which yielded much higher read counts than average level. 

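The 15 platelet libraries had counts on 28221 genes. The platelet and PBMC libraries were normalized together, and the average level is the mean over the 38098 genes with at least 1 count in either tissue. Tmsb4x (ENSMUSG00000049775, GRCm38 chromosome X, 167207093 to 167209315) had 54148 ± 23433 CPM in platelets (SD, n = 15), which is 1282 times the average level. Fth1 (ENSMUSG00000024661, chromosome 19, 9980598 to 9985098) was at 15752 ± 6747 CPM, 373 times the average, and B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) at 13039 ± 5652 CPM, 309 times the average. Ppbp (ENSMUSG00000029372, chromosome 5, 90768518 to 90770063) reached 9185 ± 4251 CPM (217 times) and Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) 8153 ± 4403 CPM (193 times). Among all genes ranked by platelet level, Tmsb4x was at rank 5, Fth1 at rank 8, B2m at rank 9, Ppbp at rank 16 and Pf4 at rank 18. In the platelet library with the least Pf4 it was at 2363 CPM.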

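Pearson's r between the CPM of a pair of libraries was computed across genes, which are not independent replicates. Its median was 0.931 over the 105 pairs of platelet libraries (range 0.321 to 0.998) and 0.929 over the 105 pairs of PBMC libraries (range 0.548 to 0.995). Between a platelet and a PBMC library it was 0.692 over 225 pairs (range 0.229 to 0.983). Without the 10 most abundant genes the median between the tissues was 0.515. On a log2 scale it was 0.925, against 0.984 within platelets and 0.994 within PBMCs. The platelet libraries with the lowest median r to the other platelet libraries were replicate 2 of O group (0.668), replicate 4 of O group (0.713) and replicate 2 of C group (0.720). The same libraries had the least hemoglobin, at 4.02%, 4.29% and 5.29% of their counts. Over the 15 platelet libraries the median was 17.2% and the highest value 39.0%, so r on the linear scale may reflect red cell RNA.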

The obtained platelet RNA profiles correlated with PBMC RNA profiles, but the correlation between platelet and PBMC RNA profiles was much less prominent than that between samples within the platelet or PBMC group (Additional file 1: Fig. S1c). Moreover, mRNAs such as *B2m*, *Tmsb4x*, *Ppbp*, regulator of G-protein signaling 18 (*Rgs18*), cathepsin B ( *Ctsb*), calreticulin (*Calr*), eukaryotic translation elongation factor 2 (*Eef2*) and insulin-like growth factor binding protein 4 ( *Igfbp4*), which were previously reported differentially expressed genes between platelet and PBMC profiles [44], were also differentially expressed in our sequencing data (Additional file 1: Fig. S1d).

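Platelet and PBMC libraries were compared over all 30 libraries with the group as a covariate. Normalization factors were computed over both tissues, so the fold changes are relative to these factors and not to library size alone. Of 14342 genes that passed the filter, 11686 had an adjusted P under 0.05 in edgeR's test, 5269 higher and 6417 lower in platelets. The log2 fold change of platelets against PBMCs was 3.61 for B2m (standard error 0.221, adjusted P = 3.4e-15) and 4.18 for Tmsb4x (0.246, 1.5e-15). It was 4.54 for Ppbp (0.334, 1.8e-13) and 4.77 for Rgs18 (ENSMUSG00000026357, chromosome 1, 144752683 to 144775435, standard error 0.245, adjusted P = 1.3e-16). Eef2 (ENSMUSG00000034994, chromosome 10, 81176631 to 81182498) was higher in platelets by 0.67 (standard error 0.0872, adjusted P = 4.0e-08), at 2881 ± 336 CPM against 1768 ± 89.5 CPM (SD, n = 15). Calr (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934) had a log2 fold change of -0.38 (standard error 0.217, adjusted P = 0.105). For Ctsb (ENSMUSG00000021939, chromosome 14, 63122462 to 63145923) it was -0.029 (standard error 0.313, adjusted P = 0.933), and this small difference changed sign with RLE size factors, to 0.048. Igfbp4 (ENSMUSG00000017493, chromosome 11, 99041244 to 99054392) differed by 0.010 (standard error 0.126, adjusted P = 0.941). With group and replicate number together as a block, each platelet library is paired with the PBMC library of its group and number. Calr then passed the threshold with a log2 fold change of -0.56 (adjusted P = 0.00166). All genes with at least 1 count, in place of the filtered ones, gave the largest number of genes past the threshold, 18120.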

Since our samples were pooled from about 10 mice into 1 sequencing sample, the S group inevitably included mice that may never develop tumors. This strategy would still allow us to identify the differentially expressed genes between S group, C group and O group, only with lower fold-change results, which is why we set the log_2_(fold-change) to 0 as threshold for differentially expressed gene screening.

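With no threshold on the fold change, the median absolute log2 fold change of S group against C group was 0.68 among the platelet genes that met the paper's criteria in both comparisons of S group, and 0.46 among the PBMC genes that did. How many mice of each S group pool would have developed a tumor was not measured in these libraries.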

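In platelet samples of S group, 852 of 13268 genes tested had an unadjusted P under 0.05 against C group, 569 higher and 283 lower, where 663 are expected by chance at this threshold. The alternative that moved this count most was testing every gene with at least 1 count, which gave 2097. The excess of higher genes was smaller under voom with sample quality weights (1074 higher, 1007 lower), without replicate 2 of C group (334 and 318) and without replicate 5 of S group (397 and 369). After adjustment over all genes tested, 1 gene remained past 0.05. It was cyclin dependent kinase inhibitor 1A, Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), with a log2 fold change of 1.88 (standard error 0.255, adjusted P = 0.0417 from edgeR). Its level was 20.5 ± 7.01 CPM in S group and 5.56 ± 1.52 CPM in C group (SD, n = 5 pools each), and all 5 S group libraries lay above all 5 C group libraries. With each library left out in turn, its log2 fold change stayed between 1.67 and 2.04, while the number of genes past the adjusted threshold was 0 in some of these fits. It was also 0 with RLE size factors, with a replicate block and with all 3 groups in one fit, 8 under DESeq2 and 33 with edgeR on all genes with at least 1 count. Without replicate 1 of C group, 1542 genes had an unadjusted P under 0.05, and without replicate 1 of S group, 556. With DESeq2, the tool the methods name, on all genes with at least 1 count, 760 genes were higher and 443 lower at an unadjusted P under 0.05. Pearson's r across genes between the mean normalized counts of both groups was 0.991.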

A total of 760 out of 24,774 mRNAs were increased and 443 out of 24,774 mRNAs were decreased in platelet samples of S group as compared to samples of C group, while presenting a strong correlation between these platelet profiles (r = 0.991, Pearson’s correlation) (Fig. 2b left). 

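Between platelet samples of S group and O group, 1849 of 13306 genes had an unadjusted P under 0.05, with 665 expected by chance. Of these, 962 were higher and 887 lower in S group, but without replicate 4 of O group 734 were higher and 791 lower, and without replicate 5 of O group 976 and 1170. With a replicate block 1073 were higher and 472 lower, and without replicate 4 of S group 1089 and 676. None had an adjusted P under 0.05 in edgeR's test, where the smallest was 0.225. DESeq2's test on all genes with at least 1 count gave 223 such genes, and edgeR with a replicate block gave 3. At an unadjusted P under 0.05, DESeq2 gave 1350 higher and 1081 lower genes. The group means had an r of 0.985 across genes.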

A total of 1352 out of 24,231 mRNAs were increased and 1,083 mRNAs were decreased in S group compared with O group (r = 0.982, Pearson’s correlation) (Fig. 2b middle). Out of 23,923 mRNAs, 522 were increased and 428 were decreased in O group compared to C group (r = 0.998, Pearson’s correlation) (Fig. 2b right). 

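The edgeR test of platelet samples of O group against C group found 347 higher and 288 lower genes among 13270 at an unadjusted P under 0.05, 635 in all against 664 expected by chance. No gene passed the adjusted threshold (smallest adjusted P = 0.910), whereas DESeq2 called 12. More genes were lower than higher in O group with a replicate block (339 higher, 524 lower), under voom with sample quality weights (395 and 488), without replicate 1 of O group (247 and 353) and without replicate 2 of O group (486 and 586, a total of 1072). Unadjusted, DESeq2 on all genes with at least 1 count gave 521 higher and 427 lower at this threshold. The correlation of the group means across genes was 0.998, and 0.935 without replicate 1 of O group.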

For PBMC samples, a total of 239 out of 31,625 mRNAs were increased and 251 out of 31,625 mRNAs were decreased in PBMC samples of S group as compared to samples of C group, also presenting a strong correlation between these PBMC mRNA profiles (r = 0.996, Pearson’s correlation) (Additional file 1: Fig. S2a left). 

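In the PBMC libraries, 400 of 15139 genes had an unadjusted P under 0.05 between S group and C group, fewer than the 757 expected by chance, with 186 higher and 214 lower in S group. Testing all genes with at least 1 count gave 1512, of which 1157 were higher and 355 lower, and a replicate block gave 651, 378 higher and 273 lower. The set of all genes with at least 1 count includes 7034 with counts in replicate 3 of S group alone among the PBMC libraries. Their share of the 1512 was not tested. More genes were higher than lower also under voom with sample quality weights (332 and 301) and without replicate 1 of C group (246 and 203), replicate 3 of S group (230 and 214) or replicate 4 of S group (212 and 178). Without replicate 3 of C group it was 603. After adjustment, 5 genes remained. Rpl37rt (ENSMUSG00000072692, chromosome 5, 115102923 to 115110268), annotated as a transcribed processed pseudogene, had a log2 fold change of -0.64 (standard error 0.0707, adjusted P = 0.0177 from edgeR) at 24.8 ± 1.81 CPM in S group and 39.0 ± 2.95 CPM in C group (SD, n = 5). Gm10073 (ENSMUSG00000060019, chromosome 8, 106572966 to 106573461) had -0.95 (0.116, 0.0242), at 7.87 ± 1.20 against 15.4 ± 1.56 CPM. The processed pseudogene Gm3362 (ENSMUSG00000085442, chromosome 15, 37943327 to 37943792) rose by 1.41 (0.194, 0.0385), from 3.98 ± 0.269 to 10.5 ± 3.02 CPM. Rps29 at -0.72 (0.0997, 0.0385) and Rpl17-ps3 at 0.53 (0.0745, 0.0385) were named after their values were seen. The symbols of Rpl37rt and Rpl17-ps3 are those of copies of ribosomal protein genes, between which reads can be shared. For each of the 5 genes, replicate 5 of O group departed from the other O group libraries toward the levels of S group. It had 325 CPM of Rps29 where the others had 431 to 583, and 25.8 CPM of Rpl37rt where they had 32.7 to 36.7. A shift in this direction is thus not limited to S group, and its cause was not tested. No gene passed the adjusted threshold without replicate 2 of S group or with all 3 groups in one fit. With a replicate block 4 genes passed it, and Rps29 was not among them. DESeq2 on all genes with at least 1 count gave 239 higher and 251 lower at an unadjusted P under 0.05. Across genes, r between the group means was 0.996.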

A total of 732 out of 31,263 mRNAs were increased and 1,477 mRNAs were decreased in S group compared with O group (r = 0.833, Pearson’s correlation) (Additional file 1: Fig. S2a middle). 

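PBMC samples of S group and O group differed at an unadjusted P under 0.05 in 1796 of 14686 genes, 651 higher and 1145 lower in S group, with 734 expected by chance. The adjusted threshold was passed by 0 genes with edgeR (smallest adjusted P = 0.226) and by 240 with DESeq2. The unadjusted count was 2677 without replicate 5 of O group. On all genes with at least 1 count, DESeq2 gave 732 higher and 1477 lower at an unadjusted P under 0.05. Pearson's r of the group means was 0.834 on the linear scale and 0.993 on the log2 scale.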

Out of 26,630 mRNAs, 1,676 were increased and 868 were decreased in O group compared to C group (r = 0.803, Pearson’s correlation) (Additional file 1: Fig. S2a right). 

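For PBMC samples of O group and C group, 1759 of 14726 genes had an unadjusted P under 0.05 (1113 higher and 646 lower in O group, 736 expected by chance). None passed the adjusted threshold in edgeR (smallest adjusted P = 0.337), and DESeq2 called 248. Without replicate 5 of O group, edgeR's unadjusted count was 2634, and DESeq2 was not run without a library. Its unadjusted counts, on all genes with at least 1 count, were 1676 higher and 868 lower in O group. The group means had an r of 0.804, which was 0.991 on the log2 scale. Hemoglobin genes took 16.7% ± 6.63 of the counts in O group, 5.21% ± 2.45 in C group and 5.92% ± 2.27 in S group (SD, n = 5). The difference between O group and C group had P = 0.0159 in a two-sided exact permutation test of 5 against 5 libraries.

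**Figure D1:**
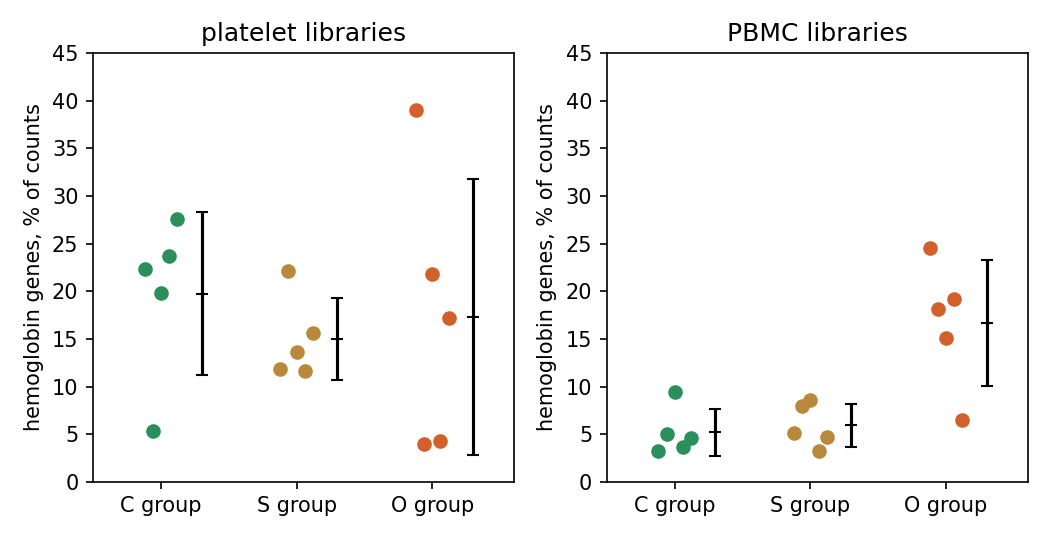
Hemoglobin genes as a percentage of all counts on genes in each of the 15 platelet (left) and 15 PBMC (right) libraries, by group. Each point is a library, and the black marks give the mean and SD of 5 libraries. PBMC libraries of O group range from 6.52% to 24.5%, those of C group from 3.29% to 9.39%.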

We detected in platelets 3,458 and in PBMCs 3,694 differentially expressed protein coding and non-coding RNAs by multiple pairwise comparisons, which were used for subsequent investigations (Fig. 2c, Additional file 1: Fig. S2b). 

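With edgeR on the filtered genes, 2483 platelet genes and 2759 PBMC genes had an unadjusted P under 0.05 in at least 1 of the 3 comparisons. With DESeq2, the tool the methods name, on all genes with at least 1 count, the numbers were 3454 and 3694.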

Hierarchical clustering based on differentially detected platelet mRNAs distinguished 3 sample groups with minor overlap, while clustering based on PBMC mRNAs could not quite discriminate S group from C group (Fig. 2d, Additional file 1: Fig. S2c).

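The 15 libraries of each tissue were clustered on the genes with an unadjusted P under 0.05 in any comparison (complete linkage on the Euclidean distance of z-scored log2 CPM), and the tree was divided into 3 clusters. For platelets, the clusters held C1, S1, S3 and S5 in the first, O1 alone in another, and the other 10 libraries in the last, where C1 stands for replicate 1 of C group and so on. The adjusted Rand index against the 3 groups, which is 1 for a perfect match and near 0 for a random one, was 0.0551. Average linkage on a correlation distance gave 0.792, with C1 placed among the 5 S group libraries and all other libraries with their own group. For PBMCs, the clusters held O1, then O2, O3 and O4, then all C and S group libraries with O5, with an index of 0.234. The index was 0.401 with average linkage on a correlation distance, 0.0225 on the 1000 most variable genes and -0.0389 on all genes that passed the filter. The genes were selected with the group labels, so some separation arises from the selection itself. From the trees in Fig. 2d and Fig. S2c, the paper states that platelet profiles distinguished the groups with minor overlap.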

### Blood platelets provide novel biomarkers to predict occult tumor progression in mice

To screen for distinct markers of occult melanoma, we searched for genes differentially expressed in S group compared with both C group and O group (eDEGs, “e” as in “early-early mouse model”) (Fig. 3a, details in “Methods”). 

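Of the genes tested with edgeR in both comparisons of S group, 436 platelet genes changed in the same direction against C group and O group with an unadjusted P under 0.05 in each. Of these, 330 were higher and 106 lower in S group, and 378 were protein coding. The PBMC libraries gave 126 such genes, 51 higher and 75 lower, of which 48 were protein coding. The platelet number was 910 under limma's voom with sample quality weights, 266 without replicate 1 of S group, and 85 with a leukocyte score as a covariate, which was chosen after seeing the data. DESeq2 on all genes with at least 1 count gave 523 for platelets (435 protein coding) and 149 for PBMCs (62 protein coding). A gene with the opposite direction in the comparisons, and so outside the criteria, was seen 1 time in platelets and 7 times in PBMCs. Among the platelet genes, 34 also had an unadjusted P under 0.05 between O group and C group.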

Compared with 524 eDEGs (436 were protein-coding genes) from platelet data, there were only 149 genes (only 63 were protein-coding genes) in PBMC data that fulfilled our criteria (Additional file 2: Tables S9, Additional file 3: Table S10). 

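Gene families fixed by symbol in advance were used in place of pathway gene lists, which are not given with Tables S1 and S2. Among the 436 platelet genes that met the criteria in both comparisons, 19 of 122 tested cytokines, chemokines and their receptors were found where 4.07 are expected (odds ratio 5.55, 95% CI 3.18 to 9.21, adjusted P = 1.2e-07, two-sided Fisher's exact test over 6 families in 2 tissues). For adhesion and antigen presentation molecules, 21 of 91 were found with 3.03 expected (odds ratio 9.09, 95% CI 5.25 to 15.2, adjusted P = 1.8e-11, Fisher's exact test). All of these were higher in S group, as were all 22 and 22 genes of both families under DESeq2. For oxidative phosphorylation the odds ratio was 2.01 (7 genes, adjusted P = 0.165, Fisher's exact test), and this call changed under DESeq2, with an odds ratio of 3.17. All 7 were lower in S group, and among the 106 genes lower in both comparisons the odds ratio was 8.92 (95% CI 3.41 to 19.7, adjusted P = 0.000170, Fisher's exact test). The division by direction was not part of the test fixed in advance. The background was the 13083 genes that passed the filter in both comparisons. Genes of a family change together, so the exact test treats as independent what is not. In PBMCs, oxidative phosphorylation had an odds ratio of 7.06 (6 of 108 genes, all lower in S group, 95% CI 2.48 to 16.3, adjusted P = 0.00136, Fisher's exact test) and cytosolic ribosomal proteins one of 5.69 (4 of 87, 95% CI 1.49 to 15.5, adjusted P = 0.0162). The cytokine family had 1 PBMC gene where 1.13 are expected and the adhesion family 1 where 0.836 are expected.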

KEGG pathway analysis revealed that these differentially expressed mRNAs from platelets of suboptimal inoculation group (eDEGs) were strongly enriched for biological processes related with immune response or regulation, such as “cytokine receptor interaction” and “cell adhesion molecules” (Fig. 3b Additional file 1: Table S1), whereas the differentially expressed genes in PBMC mRNAs were only enriched for two biological processes with low gene counts in each pathway (Additional file 1: Fig. S2d, Additional file 1: Table S2). Therefore, platelet RNA profiles might provide a platform for screening novel biomarkers of occult tumor. Furthermore, platelets were the optimum biosource for screening new biomarkers for early cancer detection since PBMC RNA profiles failed to yield enough eDEGs or significantly enriched pathways. 

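With the adjusted P in place of the unadjusted one in both comparisons, 0 of the 436 platelet genes and 0 of the 126 PBMC genes remained in edgeR's test, and 2 and 10 genes met this criterion with DESeq2. From the enrichment of the platelet genes for immune functions, the paper proposes that platelet RNA profiles might be a platform to screen for biomarkers of occult tumor.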

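Whether the response to inoculation differs between platelets and PBMCs was tested as the interaction of tissue and group in 1 edgeR model per comparison. For S group against C group, 0 of 16094 genes had an adjusted P under 0.05 and 1094 had an unadjusted P under 0.05, with the smaller number of 847 of 15836 for O group against C group, where also 0 passed after adjustment. Of 100 splits, 44 gave at least 1094. The model has no pairing, although the methods take PBMCs from the blood spun for platelets. Residual correlations of platelet and PBMC libraries of one group and number ran from -0.154 to 0.636. That 0 genes passed does not show that the responses are equal. The paper reasons that PBMC profiles gave too few genes and enriched pathways, and concludes that platelets are the optimum source for screening.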

To better understand the interplay among the identified eDEGs in platelets, we obtained the protein–protein interaction (PPI) network using the online STRING tool [31]. The complicated network was made up of 25 modules, including 351 nodes and 1,148 edges and the top three significant modules were selected for further analysis (Fig. 3c–e). The first module contained 26 nodes and 270 edges, including toll-like receptor 9 (*Tlr9*), intercellular adhesion molecule 1 (*Icam1*), chemokine (C–C motif) receptor 7 (*Ccr7*), interferon gamma (*Ifng*), etc. 

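Of the 26 genes drawn in Fig. 3c, 25 passed the filter in platelets, and all 25 were higher in S group than in both other groups with an unadjusted P under 0.05. With RLE size factors 24 were, and with all 3 groups in one fit 21. Their median log2 fold change was 0.84 against C group and 1.23 against O group, and no gene of the 25 had an adjusted P under 0.05 over all genes with edgeR on the filtered genes. Against O group 15 of 26 had one under DESeq2 and 2 of 25 with a replicate block, and against C group 1 of 26 with edgeR on all genes with at least 1 count. Adjusted over the list alone, all 25 were past 0.05 in both comparisons. The list was chosen on these libraries, so this is not independent evidence. Tlr9 (ENSMUSG00000045322, chromosome 9, 106222598 to 106226883) had 9.71 ± 5.01 CPM in S group, 5.01 ± 1.28 in C group and 5.22 ± 1.62 in O group (SD, n = 5), a log2 fold change of 0.97 against C group (standard error 0.303, adjusted P = 0.746 from edgeR). Replicate 5 of S group stood apart at 18.5 CPM, and without it the fold change was 0.58. Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) had 11.0 ± 3.84, 6.14 ± 1.75 and 4.50 ± 0.661 CPM, with log2 fold changes of 0.85 against C group and 1.31 against O group (standard errors 0.280 and 0.258). For Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) they were 42.3 ± 14.5, 25.4 ± 3.53 and 16.1 ± 6.85 CPM, with log2 fold changes of 0.75 and 1.40 (standard errors 0.226 and 0.331). Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) was below the filter, at 0.701 ± 0.454 CPM in S group, 0.183 ± 0.108 in C group and 0.124 ± 0.0757 in O group.

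**Figure D2:**
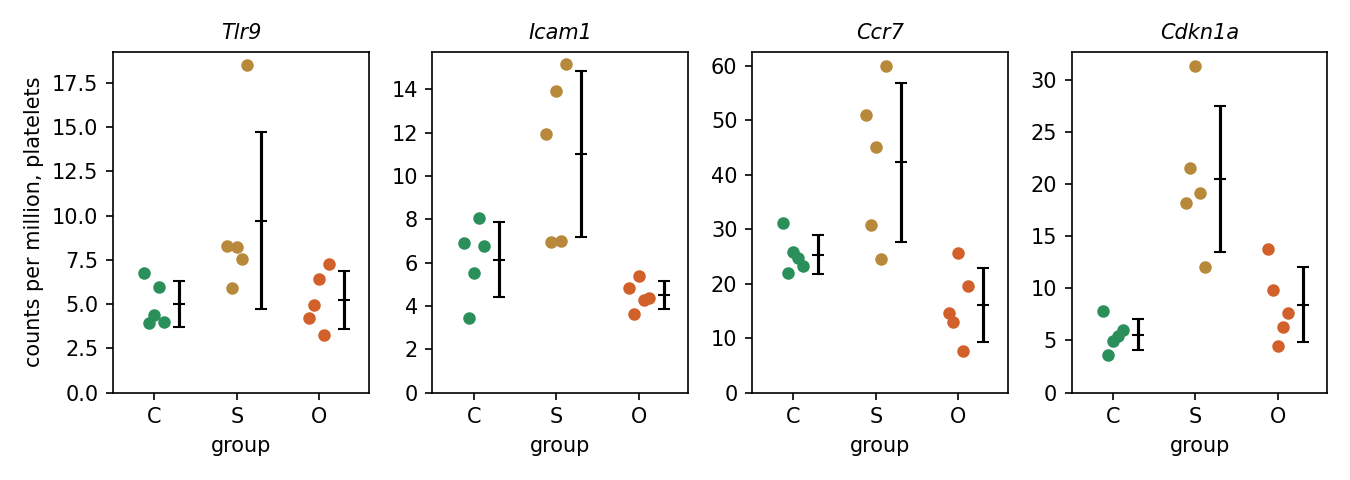
Levels (CPM) of Tlr9, Icam1, Ccr7 and Cdkn1a in the 15 platelet libraries, by group. Each point is a library, and the black marks give the mean and SD of 5 libraries. For Cdkn1a all S group libraries lie above all C group libraries, and for Icam1 all S group libraries lie above all O group libraries.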

(Fig. 3c). In the second and third module, there were only 10 nodes found and the degree values of genes (edges) were much lower than those in the first module (Fig. 3d, e). 

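Of the 9 genes that could be read from Fig. 3d, 6 passed the filter in platelets. Of these, 5 had an unadjusted P under 0.05 in both comparisons, 1 higher and 4 lower in S group. With a replicate block 1 did, under voom with sample quality weights 3, and under DESeq2 all 9. All 10 genes of Fig. 3e were tested, and 7 were lower in S group with this P in both comparisons. That number was 1 with all 3 groups in one fit, 2 with a replicate block, 2 under voom, 8 with RLE size factors and 10 under DESeq2. Adjusted over the list alone, 4 genes of the second module and 1 of the third were past 0.05 in both comparisons. Under DESeq2 these were 9 and 10, and with RLE size factors 5 and 7. With a replicate block or all 3 groups in one fit they were 0 and 0, and under voom 1 and 0. On all genes with at least 1 count edgeR gave 0 and 7. The genes were chosen on these libraries, so this is not independent evidence. Adjusted over all genes tested, 0 genes of either module were past 0.05 in both comparisons. In PBMCs, 3 genes of the third module were lower in S group in both comparisons.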

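The 36 genes listed in Fig. 3f were examined in the platelet libraries. The filter kept 35 of them, leaving out Ifng. Of the 35, 31 met the criteria with an unadjusted P under 0.05 in both comparisons, 28 of them higher in S group, and the number was 19 without replicate 5 of S group, 22 with all 3 groups in one fit and 36 on all genes with at least 1 count. Adjusted over all genes tested, 1 (Cdkn1a) was past 0.05 against C group and 0 against O group. Against O group DESeq2 gave 18 and a replicate block 3, and against C group edgeR on all genes with at least 1 count gave 3. Adjusted over the list alone, 28 were past 0.05 in both comparisons, which is not independent evidence, since the genes were chosen on these libraries. The log2 fold changes against C group ranged from -1.13 to 1.88 with a median of 0.84, and those against O group from -2.61 to 2.08 with a median of 1.12. Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680) had log2 fold changes of 1.31 against C group (standard error 0.378) and 2.08 against O group (0.468). F13a1 (ENSMUSG00000039109, chromosome 13, 36867178 to 37050244) had -0.80 (0.320, or -0.45 without replicate 1 of C group) and -0.77 (0.351), and it had an unadjusted P under 0.05 against O group in only 3 of the 10 fits that left out 1 library. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was lower in S group by -2.22 against O group (0.587), or -1.20 without replicate 1 of O group, which had 1263 CPM, and by -0.64 against C group (0.408), a difference that was -0.06 without replicate 3 of C group and turned to 0.20 under voom with sample quality weights. Clca3a1 (ENSMUSG00000056025, chromosome 3, 144729677 to 144760977) had -0.83 (0.285) and -2.61 (0.707). In PBMCs, 0 of the 36 genes met the unadjusted criteria in both comparisons, and 10 had an unadjusted P under 0.05 against O group. With a replicate block these numbers were 1 and 12.

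**Figure D3:**
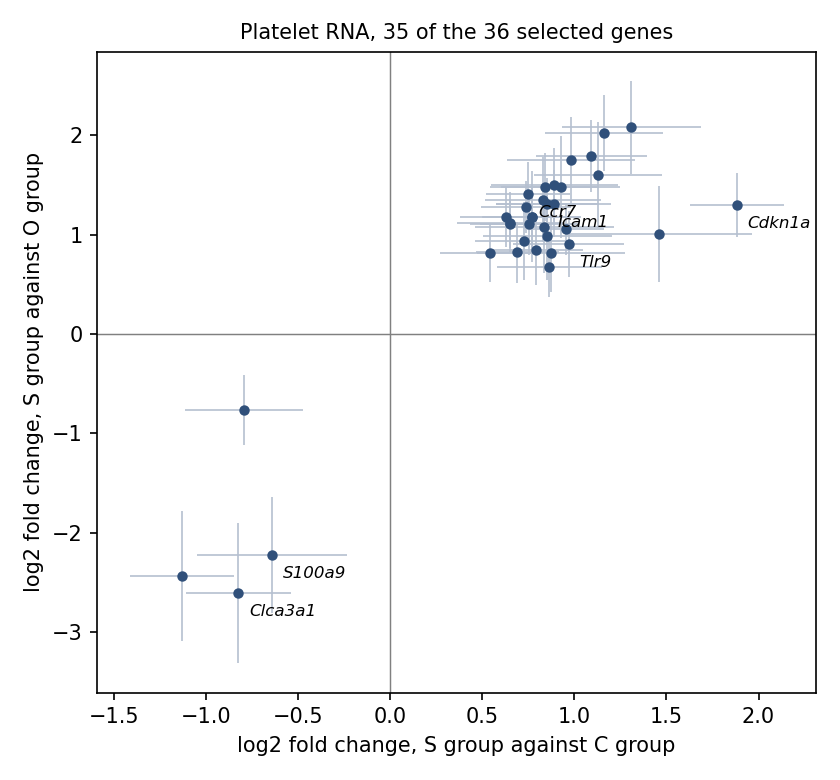
Log2 fold change of S group against C group (x axis) and against O group (y axis) in platelets for 35 of the 36 selected genes. Each point is a gene, and the bars give the standard error of each fold change. 31 genes lie above 0 on both axes or below 0 on both with an unadjusted P under 0.05 in both comparisons.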

Combining literature search with our bioinformatics analyses, we finally selected 36 genes from our platelet data for subsequent experimental validation (Fig. 3f).

**Fig. 3:**
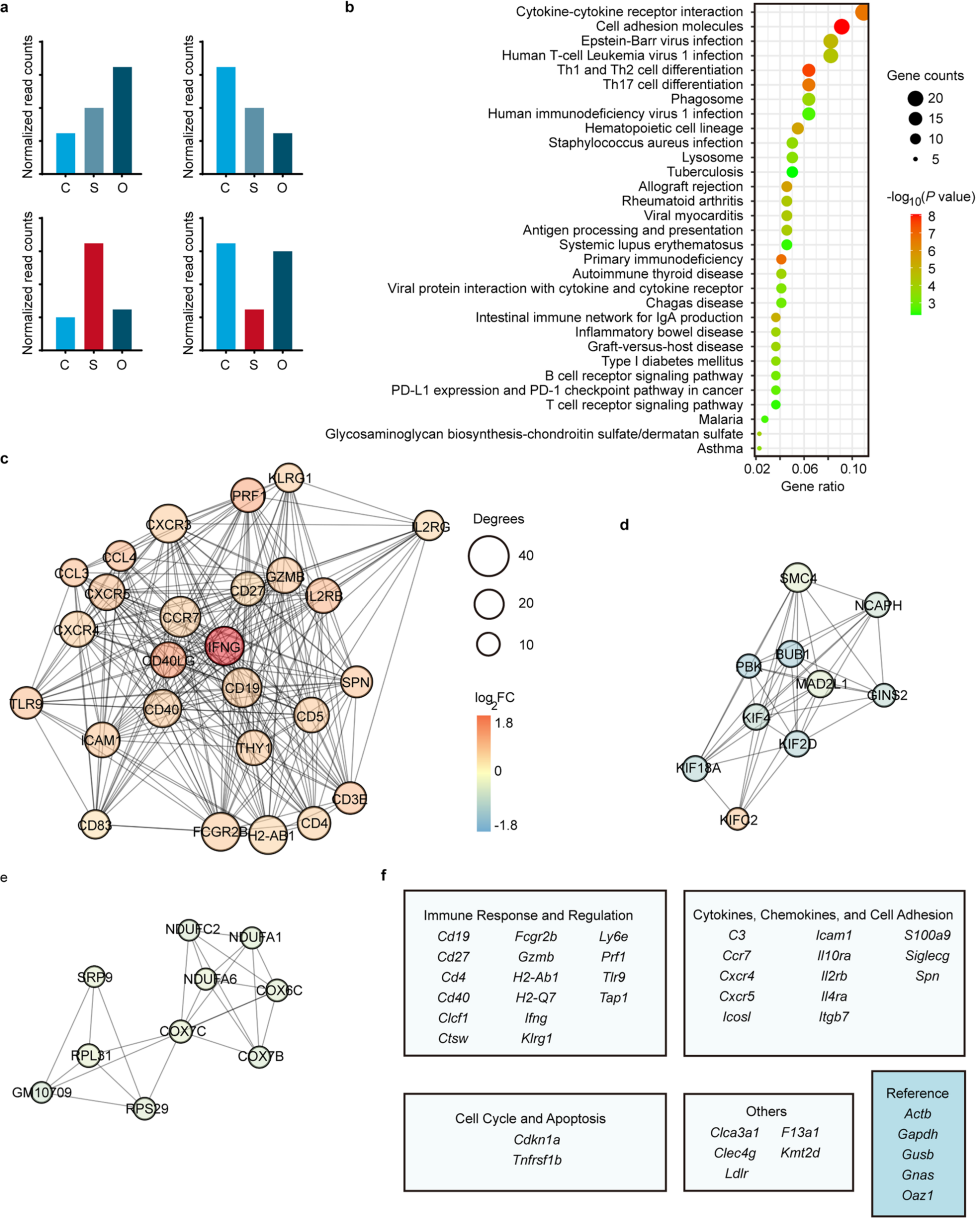
Bioinformatics analyses of differentially expressed genes from suboptimal inoculation group. **a** Schematics of screening strategy for differentially expressed genes for screening early cancer biomarkers (eDEGs). Eligible genes differentially expressed between S (suboptimal inoculation group, mice inoculated with 2 × 10^3^ cells) and C group (negative control group, mice injected with HBSS), and also between S and O group (optimal inoculation group, mice inoculated with 1 × 10^5^ cells), shown in red columns (eligible eDEGs criteria see details in “Methods”). **b** Top GO terms of pathway enrichment analysis of eligible eDEGs with reference from KEGG pathways. Adjusted *P* value < 0.05, Benjamini and Hochberg method. **c**–**e** Top 3 PPI networks modules of eligible eDEGs. Color of a node in the PPI network: log_2_ (Fold change, FC) value of normalized read counts of genes from S group compared with C group; Size of a node: number of interacting proteins with the designated protein (**c–e**). **f** Panel of 36 genes screened from mRNA sequencing data besides 5 reference genes

We established a validation cohort using our “early-early” melanoma model to test the diagnostic efficacy and predictive value of the aforementioned 36 biomarkers. Mice inoculated in our previous experiments were divided into 3 groups according to their tumor development status on the day of blood collection (day 14 post-inoculation) (Fig. 4a). Mice with occult tumors on day 14 post-inoculation, which were validated by subsequent tumor progression at least 5 days after blood collection, were categorized as early-early tumor group (E group) (Additional file 1: Fig. S3, Additional file 1: Table S3, details in “Methods”). Mice with macroscopic tumors were classified as melanoma group (M group) and mice injected with HBSS were in negative control group (C group) (Fig. 4a). Tumor volumes measured on blood collection day showed that E group mice had no visible tumor or only small tumors (volume < 1 mm^3^) that did not progress for more than 2 weeks post-inoculation, verified by multi-phase regression analysis via Joinpoint program (Fig. 4b, Additional file 1: Fig. S3, Additional file 1: Table S3) [36]. Tumor growth kinetics demonstrated that E group mice eventually developed macroscopic melanomas afterwards, much later than M group (Fig. 4c, d).

**Fig. 4:**
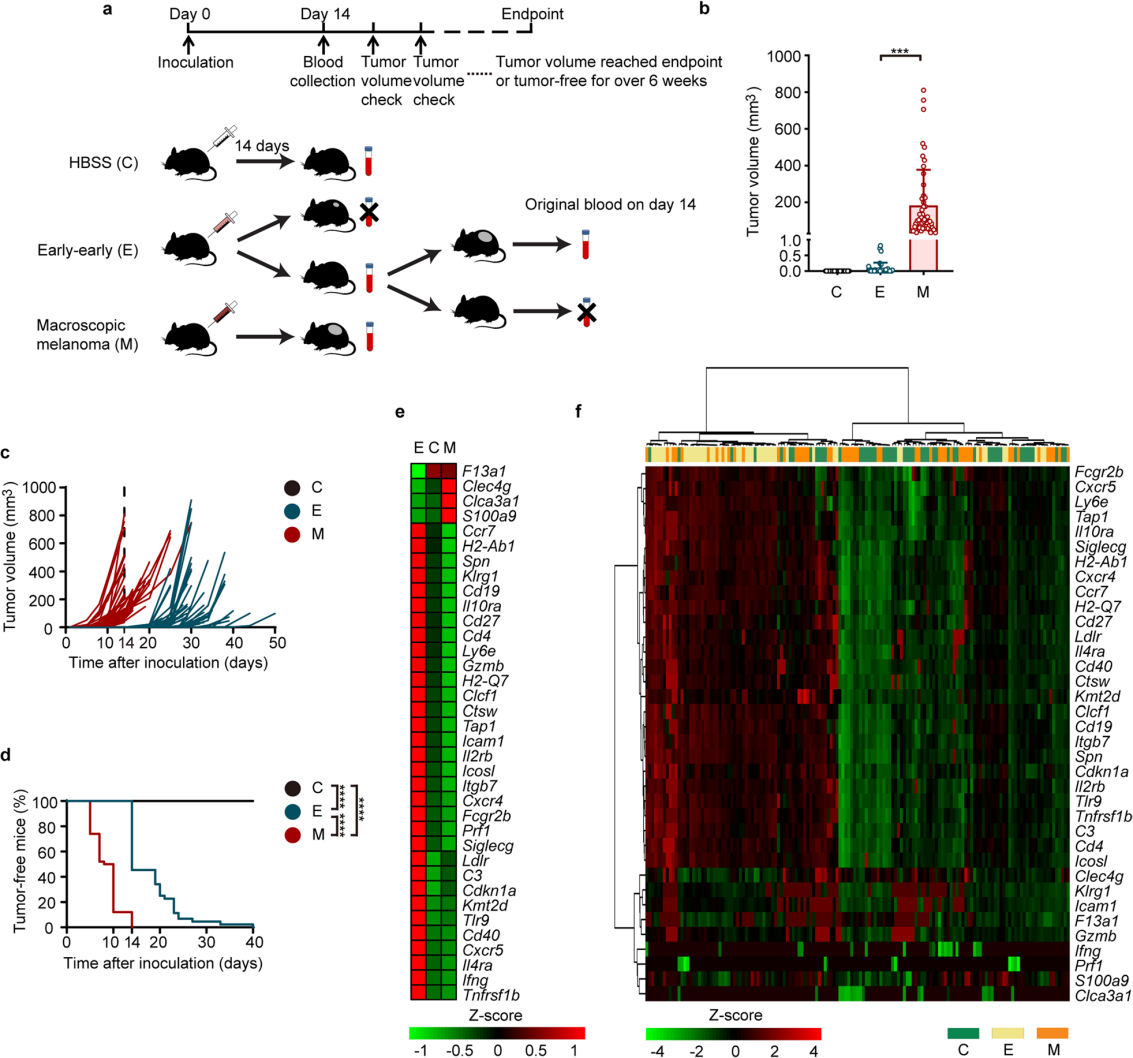
Validation of the expression levels of selected 36 genes via qPCR in a mouse cohort. **a** The construction workflow of a murine validation cohort, as starting from B16F10 cell inoculation, nonterminal blood collection, to platelet isolation, and observation of tumor developments. C group: negative control group, mice injected with HBSS (Hank's Balanced Salt Solution); E group: early-early group, mice with occult tumors 14 days post-injection (details in “Methods”); M group, mice with macroscopic tumors 14 days post-injection (**a**–**f**). **b** Tumor volumes of three groups of mice 14 days after inoculation. ***P < 0.001, Kruskal–Wallis non-parametric test, Error bars representing SD values. **c** Tumor growth kinetics of three groups from the mouse cohort. **d** Proportion of tumor-free and tumor-bearing mice in three groups of the mouse cohort. ****P < 10^–10^, log-rank Mantel-Cox test. **e**, **f** Heatmap of hierarchical clustering of expression levels of 36 selected genes from platelet mRNA sequencing data (normalized read counts) (**e**) or from quantitative real-time PCR results (Ct_Ref_ ― Ct_Gene_) (**f**) in C group (green), E group (beige) and M group (orange). qPCR Data pooled from *n* = 11 biologically independent experiments with *n* = 51 (C group, black), *n* = 44 (E group, blue), and *n* = 50 (M group, red) mice (**b**-**d**, **f**)

Quantitative real-time PCR (qPCR) experiments were performed to validate the selected 36 genes from eDEGs in our mouse validation cohort (Additional file 1: Table S4). The normalized expression levels of the 36 genes were mostly in accordance with our previous sequencing data, except chloride channel accessory 3A1 (*Clca3a1*), coagulation factor XIII, A1 subunit (*F13a1*), *Ifng*, perforin 1 (pore forming protein) (*Prf1*) and S100 calcium binding protein A9 (*S100a9*), which yielded non-significant results (Additional file 1: Fig. S4, Additional file 1: Table S5). Hierarchical clustering of ΔCt values could discriminate E group from C group and M group, which was consistent with our sequencing data (Fig. 4e, f). 

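On the sequencing side of the comparison, the platelet levels of the 36 genes (z-scored log2 CPM, complete linkage on the Euclidean distance) were divided into 3 clusters. S1, S3 and S5 formed a cluster of their own, C2, O1, O2 and O4 another, and the other 8 libraries, with 4 of C group, 2 of S group and 2 of O group, the last. The adjusted Rand index against the 3 groups was 0.150. These are the pooled libraries of the sequencing experiment and not the mice of the qPCR cohort.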

Although most selected genes could be validated in qPCR experiments, the quantities of several platelet RNA samples were too low for 36-gene-panel qPCR experiments. Therefore, 10 samples were excluded for subsequent analysis. Moreover, some markers such as *Clca3a1*, *Ifng* or *Prf1*, yielded invalid Ct value in over 20% of samples from each group, probably due to low abundance in platelets (Additional file 1: Table S5). Therefore, 7 genes including *Clca3a1*, *F13a1*, granzyme B (*Gzmb*), *Icam1*, *Ifng*, killer cell lectin-like receptor subfamily G, member 1 (*Klrg1*), and *Prf1*, were not used for subsequent regression analysis of E and C group. However, *Gzmb* was included in regression analysis of E and M group since it yielded valid Ct results in more than 90% of samples in each group (Additional file 1: Table S5). Ultimately there were 29 genes and 30 genes included as independent variables in subsequent regression analyses of E vs. C group and E vs. M group.

LASSO binomial logistic regression was applied to generate the prediction model with a multi-gene expression signature as the best predictor for occult tumor progression in mice. Cross-validation was carried out in 10 folds to prevent overfitting (internal training sets and internal validation sets constructed randomly) (Additional file 1: Fig. S5a, b). We also compared LASSO with ridge and elastic net regression, which yielded similar gene signatures with LASSO (Additional file 1: Fig. S6, Tables S6–S8). Finally the optimal gene signature consisting of CD19 antigen (*Cd19*), cyclin-dependent kinase inhibitor 1A (P21) (*Cdkn1a*), *S100a9*, transporter 1, ATP-binding cassette, sub-family B (MDR/TAP) (*Tap1*), tumor necrosis factor receptor superfamily, member 1b (*Tnfrsf1b*) for E vs. C group, and *Ccr7*, CD4 antigen (*Cd4*), lysine (K)-specific methyltransferase 2D (*Kmt2d*), lymphocyte antigen 6 complex, locus E (*Ly6e*) for E vs. M group, as well as the corresponding coefficients were identified by the regularization process of LASSO regression (Additional file 1: Fig. S5c). Predictive scores for tumor progression were calculated from qPCR data using the training set of 63 mice for E vs. C group and 60 mice for E vs. M group. The scores were then tested in the validation set of 27 and 25 mice for E vs. C and for E vs. M group respectively. The biomarker score formula for E vs. C group could discriminate E group from C group with an area under curve (AUC) of 0.935 (training data) and 0.912 (testing data) (Fig. 5a). Moreover, the score formula for E vs. M group could also distinguish E group from M group with an AUC of 0.920 (training data) and 0.936 (testing data) (Fig. 5b).

**Fig. 5:**
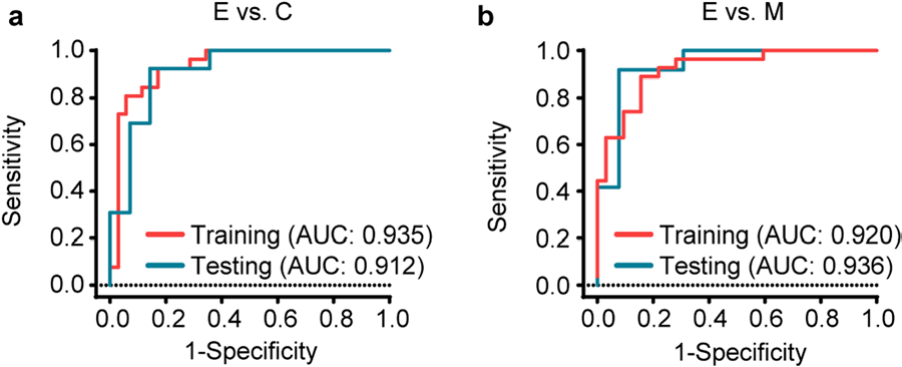
ROC curves of the diagnostic performances of gene predictors for occult tumor progression in mice. ROC curves for the diagnostic performances of the prediction score formulas generated from LASSO regression in the mouse cohort. ROC curves for the discrimination of early-early tumor (occult tumor, E group) from negative control group (C group) (**a**, E vs. C) or from macroscopic melanoma group (M group) (**b**, E vs. M). Probability statistics calculated according to the prediction score formulas generated from LASSO regression analyses: Probability = e^Score^ / (1 + e^Score^). 95% CI of AUC: training data 0.872–0.999, testing data 0.799–1.000 (**a**); training data 0.852–0.988, testing data 0.837–1.000 (**b**)

## Discussion

Although platelets have been suggested as a valuable platform for cancer diagnostics [20, 45, 46], studies have yet to address their potential as a cancer screening platform. We used mouse melanoma cell line B6F10 to inoculate immune-competent wild-type C57BL/6 mice, for unlike studies with immune-compromised mice, mice with intact immune system could better simulate the interaction between cancer and the immune system such as “cancer immunoediting” in tumor immune microenvironment. By using a mouse model that is simple, affordable and efficient, we identified differentially expressed RNAs in platelet signatures of mice injected with a suboptimal number of tumor cells, compared with mice with large melanomas and negative controls. These genes presented strong positive correlations with RNAs implicated in immune response and regulation. This possibly reflects the interactions between tumor cells and the immune system in the early stage of tumorigenesis. Moreover, the lack of enriched biological pathways from PBMC samples suggests platelets are the optimum biosource for early detection of cancer.

Finally, our study selects the optimal gene-expression-signature for the prediction of cancer risk via quantitative real-time PCR via LASSO regression. CD19 is an essential receptor for B cell antigen receptor (BCR) signal transduction. Co-ligation of CD19 could enhance mitogen-activated protein kinase activity and cell proliferation, and could also negatively regulate BCR signaling. Anti-CD19 chimeric antigen receptor T cells are currently used in transformational therapy for aggressive B-cell lymphomas [47, 48]. CDKN1A (P21) is a member of cyclin-dependent kinase inhibitors and it has been regarded as a tumor suppressor by regulating the cell cycle and maintaining genomic stability. The downregulation of CDKN1A is linked to poor prognosis in multiple cancers [49]. However, its overexpression is also found in a variety of human cancers [49]. Moreover, the upregulation of CDKN1A and its frequently cytoplasmic relocation correlate positively with poor prognosis in gastric cancer. The role of CDKN1A on tumorigenesis depends on the cellular context, its subcellular localization and posttranslational modifications. The application of CDKN1A as a prognostic marker and a therapeutic target in cancer still require further investigation [49]. S100A9 (calgranulin B, Calprotectin) is a Ca(2 +) binding protein involved in inflammatory processes. S100A9 was elevated in inflammation and various human cancers[50]. Recent studies have shown the presence of S100A9 and inflammatory factors in the tumor microenvironment. The function of S100A9 depends on its concentration and location. S100A9 at high extracellular concentrations could induce the apoptosis pathway in cancer cells, while at lower levels S100A9 seem to promote proliferation of tumor cells [50]. However, at high intracellular concentrations, S100A9 induces a reduction in cancer cell invasion capacity by regulating the epithelial–mesenchymal transition–the mesenchymal–epithelial transition (EMT–MET) signaling cascades [50]. The molecular mechanism of pro- and anti-tumor properties of S100A9 is still unknown. TAP1 is associated with antigen processing of major histocompatibility complex class I peptides for recognition by tumor-specific cytotoxic T lymphocytes. TAP1 overexpression might be an indicator of aggressive breast cancer and was also significantly associated with poor prognosis in colorectal cancer [51–53]. Moreover, decreased TAP1 protein expression was significantly associated with low infiltration of lymphocytes and macrophages [51, 52]. Bioinformatic study with large datasets demonstrated a correlation between the TAP1 gene and tumor progression and a significant negative correlation for TAP1 gene expression and the survival rate in different cancer types [53]. TNFRSF1B belongs to TNF receptor (TNFR) superfamilies and plays an important role in protective immunity, inflammatory and tumor immunology. TNFRSF1B can induce downstream signaling pathways such as NF-κB and PI3K/Akt activation when interacted with its ligand TNFα [54]. TNFα-mediated co-stimulation supports TCR/CD28-mediated T cell activation and survival [54]. Furthermore, ligation of TNFRSF1B inhibits regulatory T cell differentiation by suppressing Smad3-dependent Foxp3 transcription [54]. CCR7 when ligated with its ligands, could induce the homing of T cells to a lymph node. Therefore, the increased expression of CCR7 has an anti-cancer effect via cytotoxic TIL in tumors [55]. However, CCR7 could also enhance proliferation and stemness of cancer cells. The mechanisms of the tumor-promoting effect of CCR7 include the induction of tumor angiogenesis by activating NF-κB and increasing VEGF expression, epithelial–mesenchymal transition of cancer cells and migration of cancer cells to metastasis sites [55]. Higher expression of CCR7 is also associated with worse prognosis in diffuse large B-cell lymphoma [55]. CD4 is a coreceptor with the T-cell receptor on the T lymphocyte and CD4( +) T cell help signals are relayed to CD8( +) T cells by specific dendritic cells to optimize cytotoxic T lymphocyte (CTL) response [56]. Deficient CD4( +) T cell help can reduce the response of CTLs and maximizing CD4( +) T cell help can improve outcomes in cancer immunotherapy [56]. KMT2D belongs to the lysine methyltransferase (KMT2) family of histone modifying proteins, which play essential roles in regulating developmental pathways. The KMT2A-D proteins are important for RNA Polymerase II-dependent transcription and KMT2 mutations have been linked to multiple cancers [57]. Recent studies have also provided evidence for KMT2 protein participation in epigenetic gene regulation and in carcinogenesis [57]. LY6E belongs to the LY6 gene family, which represent novel biomarkers for poor cancer prognosis and play essential roles in cancer progression and immune escape [58]. LY6E expressions are increased in bladder cancer, gastric cancer, etc. [58]. The LY6E gene has also been associated with more aggressive stem like cells in hepatocellular carcinoma, pancreatic carcinoma, etc. [58]. Recent data suggest that increased expression of LY6E is associated with poor overall survival of renal papillary cell carcinoma and pancreatic ductal adenocarcinoma [58]. These genes in our final gene signature are mostly protein coding genes involved in cancer immunology. It is possible that platelet mRNA could be used in cancer risk prediction in other types of cancers.

Indeed there are previous longitudinal studies using pre-diagnostic serums to screen for novel biomarkers of early cancer detection. However, these studies utilized pre-diagnostic serum to detect tumor-specific antigens or auto-antibodies for cancer risk prediction with limited sensitivity [7–10]. Novel cancer markers such as circulating tumor cells (CTCs) and circulating tumor DNA (ctDNA) offer new genomic approaches to screen for cancer through liquid biopsies. However, recent studies indicate CTCs assay cannot differentiate between patients with early-stage malignancy and people with no cancer and it has limited specificity as a screening tool [3, 4]. On the other hand, ctDNA has promised to be a sensitive and specific test for cancer screening [11, 12]. Still, ctDNA testing has several limitations for a screening platform compared with platelet RNA testing. First, the quantity of ctDNA is very limited even in cancer patients, not to mention in patients with early-stage cancer, while blood platelets are quite abundant. So the volume of blood needed in platelet testing is about 0.1 ml while ctDNA testing requires at least 10 ml. Second, the isolation and conversion process may cause damages to ctDNA, while platelet isolation procedure is simple and sample is stable and easy for storage. Third, ctDNA extraction requires an expensive kit while platelet isolation needs no expensive consumables. The subsequent sequencing analysis of ctDNA is also more expensive than platelet sequencing in our study. Furthermore, our study used LASSO regression to select the optimum gene-expression-signature for the prediction of cancer risk via quantitative real-time PCR. Hence our strategy with the prediction models including 4 or 5 biomarkers as variables is much more cost-effective than ctDNA testing for hundreds of hotspots. Fourth, ctDNA analysis could only detect frequently mutated genes in common cancers. The evolutionary and heterogeneity nature of cancer demands a large amount of possible mutations to be screened to achieve a consistent biomarker. Platelet biomarkers, on the other hand, are genes correlated with immune response and regulation according to our findings. Hence, platelet RNA testing may not be affected by cancer type or heterogeneity. Fifth, our platelet RNA prediction model could discriminate early-stage cancer from both healthy control and macroscopic tumor group, while biomarkers or screening models from previous studies often cannot distinguish samples from different stages of cancer. Thus platelet RNA testing may easily determine the best window for possible intervention. Last but not the least, platelet RNA testing described in our proof-of-concept study takes hours via qPCR while ctDNA testing takes days or weeks via next-generation sequencing and require skilled biology and bioinformatics technicians. Hence platelet testing is much less time-consuming and requires less training of technicians. This demonstrates the potential of platelets as a non-invasive screening platform for the detection of occult cancer.

The sensitivity and specificity of our model could further improve by including more samples or increasing RNA quantities to avoid invalid qPCR results from low-abundant genes, or by employing machine learning of large sequencing data for validation. Furthermore, the eDEGs are mostly immune-related, not tumor-specific. Hence it is possible platelets-based liquid biopsy could enable simultaneous early detection of cancers from multiple organs of origin. Since it has been shown that platelet profiles are influenced by tumor type [20], it is feasible to add tumor type markers into the gene-panel to determine the origin of cancer. It would also be interesting to investigate platelet profiles in immunoediting animal models to further understand the role of platelets in cancer-immune interactions.

## Conclusions

Combined, our study provides evidence for potential clinical relevance of blood platelets as a platform for liquid biopsy-based early detection of cancer.

## Supplementary Information

**Additional file 1: Fig. S1.** Platelet RNA profiles of mice inoculated with B16F10 cells are consistent with previous studies. a, Images of mice after terminal blood collection. Representative images of mice in O group (optimal inoculation group, mice inoculated with 1 × 105 B16F10 cells) (left) and S group (suboptimal inoculation group, mice inoculated with 2 × 103 B16F10 cells) with HE-stained histological images of tissue from inoculation site (right). b, Platelet mRNA sequencing data of known platelet-abundant genes with a dashed line showing the average read count of our data. c, Pearson’s correlation (color bar) matrix of our mRNA sequencing data of platelets and PBMCs (columns and rows). S: platelet suboptimal inoculation group; O: platelet optimal inoculation group; C: platelet negative control group. PS: PBMC suboptimal inoculation group; PO: PBMC optimal inoculation group; PC: PBMC negative control group. d, Heatmap of previously reported differentially expressed genes between platelets and PBMCs from our sequencing data. **Fig. S2.** PBMC RNA profiles of mice inoculated with an optimal or suboptimal number of B16F10 cells. a, Correlation plots of mRNAs detected in PBMCs of suboptimal inoculation group (S group, mice inoculated with 2 × 103 B16F10 cells), negative control group (C group, mice injected with HBSS) and optimal inoculation group (O group, mice inoculated with 1 × 105 B16F10 cells) mice, including highlighted increased (red) and decreased (blue) PBMC mRNAs. NRC, normalized read counts (mean of group). r value calculated from Pearson's correlation test. b, Venn diagram of differentially expressed genes from pairwise comparisons. c, Heatmap of hierarchical clustering of PBMC mRNA profiles of S group (beige), C group (green) and O group (orange). Data pooled from (a, b) n = 5 biologically independent experiments with n = 24 (S group) or n = 25 (C group) and n = 20 (O group) mice or data representing all 5 independent experiments (c). d, Top GO terms of pathway enrichment analysis of eligible eDEGs (strategy same as Fig. 3a, details in “Methods”) in PBMCs with reference from KEGG pathways. Adjusted P value < 0.05, Benjamini and Hochberg method. **Fig. S3.** An example of the selected models from Joinpoint multi-phase regression analyses. Tumor growth data from one mouse in early-early tumor group (E group). **Fig. S4.** qPCR verifications of the expression levels of selected 36 genes in the mouse cohort. Violin plots of normalized gene expression levels (2ΔCt(Ref-Gene)) of 36 selected genes in three groups of the mouse cohort. C: negative control; E: early-early tumor; M: macroscopic melanoma. *P < 0.05, **P < 0.01, ***P < 0.001, Kruskall-Wallis test. Data without significance tags representing non-significant for analyses between three groups (h, n, u, ad, ae) (detailed statistics including n values and P values see Table S5). **Fig. S5.** LASSO regression model construction and variable selection for predicting occult tumor progression in mouse cohort. a, b, Ten-fold cross-validation for the selection of the penalty term λ with the binomial deviance as measures of the predictive performance of the fitted models. The dependent variable groups: E vs. C (a) or E vs. M (b). c, Coefficients derived from LASSO regression. E, early-early tumor (occult tumor that progressed into macroscopic tumor later); C, negative control group; M, macroscopic melanoma group. Numbers of samples included in LASSO regression: E, n = 40; C, n = 50; M, n = 45. Numbers of variables included in LASSO regression: E vs. C, n = 29; E vs. M, n = 30. The prediction score formulas for the discrimination of E group from C group (ScoreEC) or from M group (ScoreEM) established as follows: ScoreEC = 6.337 – 0.156 × (CtCd19 – CtRef) – 0.345 × (CtCdkn1a – CtRef) + 0.187 × (CtS100a9 – CtRef) – 1.582 × (CtTap1 – CtRef) + 0.615 × (CtTnfrsf1b – CtRef); ScoreEM = 4.664 – 0.149 × (CtCcr7 – CtRef) – 0.900 × (CtCd4 – CtRef) + 0.326 × (CtKmt2d – CtRef) – 0.313 × (CtLy6e – CtRef). **Fig. S6.** Ridge and elastic net regression model construction and variable selection for predicting occult tumor progression in mouse cohort. a, b, Ten-fold cross-validation for the selection of the penalty term λ with the binomial deviance as measures of the predictive performance of the fitted models for ridge regression (coefficients derived from LASSO regression see Table S6). The dependent variable groups: E vs. C (a) or E vs. M (b). ROC curves for the diagnostic performances of the prediction score formulas generated from ridge (c, d) and elastic net (f, g) regression in the mouse cohort. ROC curves for the discrimination of early-early tumor (occult tumor, E group) from negative control group (C group) (c, f, E vs. C) or from macroscopic melanoma group (M group) (d, g, E vs. M). The prediction score formulas for the discrimination of E group from C group (ScoreEC) or from M group (ScoreEM) established as follows: Score = Intercept + Σ Coefficient × (CtVariable – CtRef). Probability statistics calculated according to the prediction score formulas generated from regression analyses: Probability = eScore / (1 + eScore). 95% CI of AUC: training data 0.879-0.997, testing data 0.806-1.000 (c); training data 0.891-1.000, testing data 0.822-1.000 (d); training data 0.861-0.994, testing data 0.807-1.000 (f); training data 0.887-0.995, testing data 0.901-1.000 (g). e, Elastic net regression’s optimal alpha and lamda combination. E, early-early tumor (occult tumor that progressed into macroscopic tumor later); C, negative control group; M, macroscopic melanoma group. Numbers of samples included in regression: E, n = 40; C, n = 50; M, n = 45. Numbers of variables included in regression: E vs. C, n = 29; E vs. M, n = 30. **Table S1.** Enriched KEGG pathways of differentially expressed mRNAs in platelets of suboptimal inoculation group. **Table S2.** Enriched KEGG pathways of differentially expressed mRNAs in PBMCs of suboptimal inoculation group. **Table S3.** Joinpoint multi-phase regression statistics for all mice in early-early group of the mouse cohort. **Table S4.** Primers for qPCR experiments. **Table S5.** Statistic analyses of the normalized expression levels of selected 36 genes in the mouse cohort. **Table S6.** Coefficients derived from ridge regression. **Table S7.** Coefficients derived from elastic net regression. **Table S8.** Root mean square error (RMSE) analyses of ridge, lasso and elastic net regression.

**Additional file 2: Table S9.** Differentially expressed mRNAs in platelets of suboptimal inoculation group compared with optimal inoculation group and control group.

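Table S9 lists, for each platelet gene that met the criteria, its position, log2 fold changes and P values in the comparisons of the 3 groups. The copy of the table used here holds 523 genes, while the paper's text gives 524, so no overlap of gene lists was computed. For the genes that edgeR tested, the log2 fold change of S group had the same sign as the paper's in 465 of 465 against C group. Against O group it did in 466 of 466. Between O group and C group the sign was the same in 436 of 447. The median absolute gap of S group from the paper's value was 0.0130 against C group and 0.00551 against O group on the log2 scale. With DESeq2, all 523 genes had the paper's sign in both comparisons of S group.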

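The corresponding table for PBMCs holds 149 genes. Of the 126 PBMC genes that met the criteria with edgeR, 107 are among them, and 120 of the 149 genes passed the filter in both comparisons. With DESeq2 on all genes with at least 1 count, the 149 genes were the same as the paper's. The log2 fold changes of S group with edgeR had the paper's sign for 124 of 124 genes tested against C group and for 120 of 120 against O group. Between O group and C group the sign was the same for 118 of 120.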

**Additional file 3: Table S10.** Differentially expressed mRNAs in PBMCs of suboptimal inoculation group compared with optimal inoculation group and control group.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO database. The accession number for the raw sequencing data reported in this study is GEO: GSE160650.

## Abbreviations

eDEGs: Differentially expressed genes in suboptimal inoculation group compared with optimal inoculation group and control group
qPCR: Quantitative real-time PCR
ROC curve: Receiver operating characteristic (ROC) curve
C group: Negative control group, mice injected with HBSS (Hank's Balanced Salt Solution)
S group: Suboptimal inoculation group, mice inoculated with 2 × 103 B16F10 cells
O group: Optimal inoculation group, mice inoculated with 1 × 105 B16F10 cells
E group: Early-early group, mice with occult tumors 14 days post-injection
M group: Mice with macroscopic tumors 14 days post-injection

# Supplementary material for: Prediction of occult tumor progression via platelet RNAs in a mouse melanoma model: a potential new platform for early detection of cancer
**Source:** J Transl Med. 2022 Feb 5;20:71. doi: 10.1186/s12967-022-03268-z
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Platelet RNA profiles of mice inoculated with B16F10 cells are consistent with previous studies. a, Images of mice after terminal blood collection. Representative images of mice in O group (optimal inoculation group, mice inoculated with 1 × 105 B16F10 cells) (left) and S group (suboptimal inoculation group, mice inoculated with 2 × 103 B16F10 cells) with HE-stained histological images of tissue from inoculation site (right). b, Platelet mRNA sequencing data of known platelet-abundant genes with a dashed line showing the average read count of our data. c, Pearson’s correlation (color bar) matrix of our mRNA sequencing data of platelets and PBMCs (columns and rows). S: platelet suboptimal inoculation group; O: platelet optimal inoculation group; C: platelet negative control group. PS: PBMC suboptimal inoculation group; PO: PBMC optimal inoculation group; PC: PBMC negative control group. d, Heatmap of previously reported differentially expressed genes between platelets and PBMCs from our sequencing data. Fig. S2. PBMC RNA profiles of mice inoculated with an optimal or suboptimal number of B16F10 cells. a, Correlation plots of mRNAs detected in PBMCs of suboptimal inoculation group (S group, mice inoculated with 2 × 103 B16F10 cells), negative control group (C group, mice injected with HBSS) and optimal inoculation group (O group, mice inoculated with 1 × 105 B16F10 cells) mice, including highlighted increased (red) and decreased (blue) PBMC mRNAs. NRC, normalized read counts (mean of group). r value calculated from Pearson's correlation test. b, Venn diagram of differentially expressed genes from pairwise comparisons. c, Heatmap of hierarchical clustering of PBMC mRNA profiles of S group (beige), C group (green) and O group (orange). Data pooled from (a, b) n = 5 biologically independent experiments with n = 24 (S group) or n = 25 (C group) and n = 20 (O group) mice or data representing all 5 independent experiments (c). d, Top GO terms of

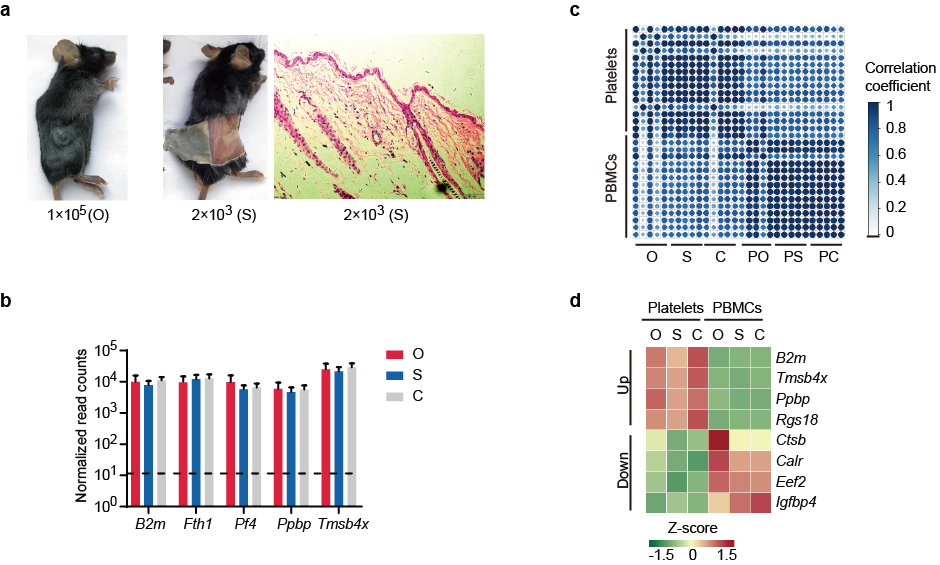
 Fig. S1 Platelet RNA profiles of mice inoculated with B16F10 cells are consistent with previous studies.

**a**, Images of mice after terminal blood collection. Representative images of mice in O group (optimal inoculation group, mice inoculated with 1 × 10^5^ B16F10 cells) (left) and S group (suboptimal inoculation group, mice inoculated with 2 × 10^3^ B16F10 cells) with [HE-stained histological images](https://diagnosticpathology.biomedcentral.com/articles/10.1186/s13000-021-01126-y) of tissue from inoculation site (right). **b**, Platelet mRNA sequencing data of known platelet-abundant genes with a dashed line showing the average read count of our data. **c**, Pearson’s correlation (color bar) matrix of our mRNA sequencing data of platelets and PBMCs (columns and rows). S: platelet suboptimal inoculation group; O: platelet optimal inoculation group; C: platelet negative control group. PS: PBMC suboptimal inoculation group; PO: PBMC optimal inoculation group; PC: PBMC negative control group. **d**, Heatmap of previously reported differentially expressed genes between platelets and PBMCs from our sequencing data.

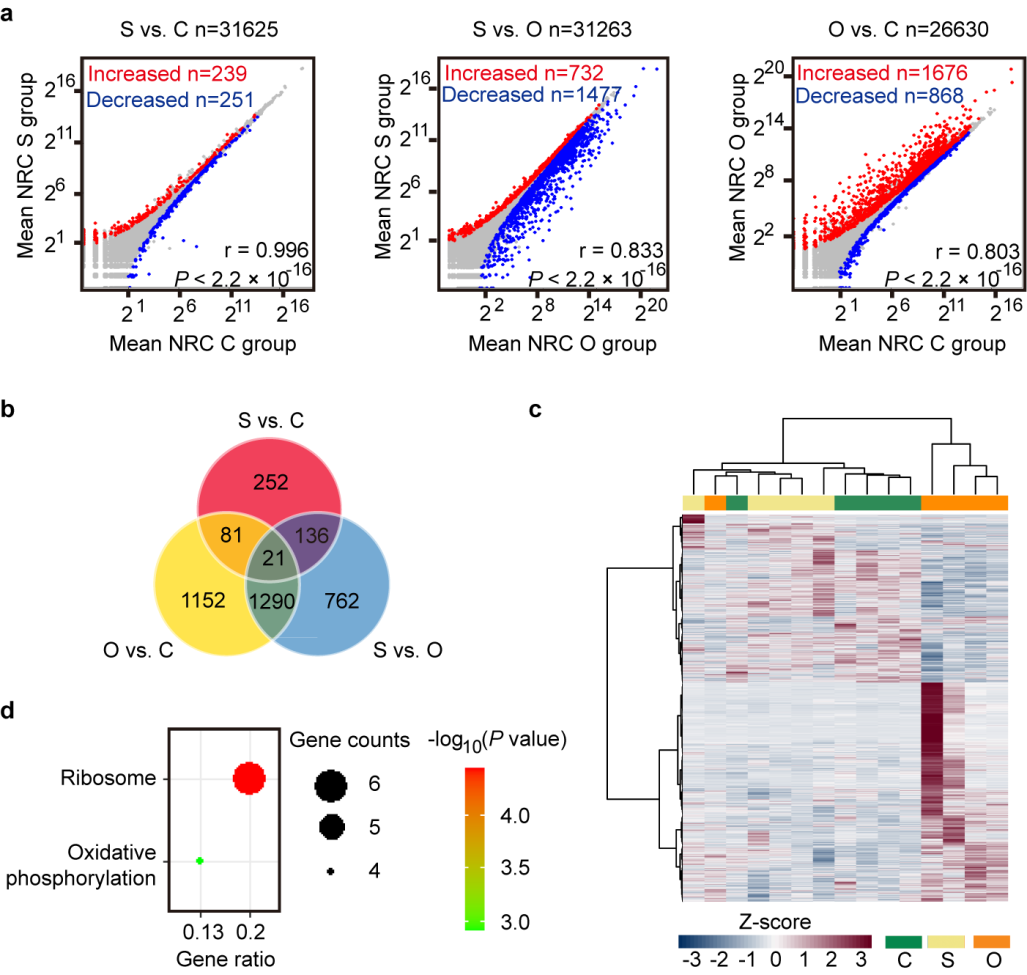

Fig. S2 PBMC RNA profiles of mice inoculated with an optimal or suboptimal number of B16F10 cells.

**a**, Correlation plots of mRNAs detected in PBMCs of suboptimal inoculation group (S group, mice inoculated with 2 × 10^3^ B16F10 cells), negative control group (C group, mice injected with HBSS) and optimal inoculation group (O group, mice inoculated with 1 × 10^5^ B16F10 cells) mice, including highlighted increased (red) and decreased (blue) PBMC mRNAs. NRC, normalized read counts (mean of group). r value calculated from Pearson's correlation test. **b**, Venn diagram of differentially expressed genes from pairwise comparisons. **c**, Heatmap of hierarchical clustering of PBMC mRNA profiles of S group (beige), C group (green) and O group (orange). Data pooled from (**a**, **b**) *n* = 5 biologically independent experiments with *n* = 24 (S group) or *n* = 25 (C group) and *n* = 20 (O group) mice or data representing all 5 independent experiments (**c**). **d**, Top GO terms of pathway enrichment analysis of eligible eDEGs (strategy same as Fig. 3a, details in “Methods”) in PBMCs with reference from KEGG pathways. Adjusted *P* value < 0.05, Benjamini and Hochberg method.

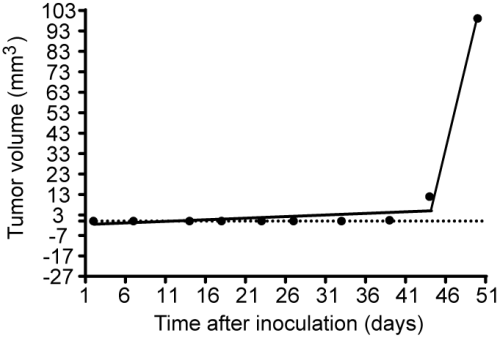

Fig. S3 An example of the selected models from Joinpoint multi-phase regression analyses.

Tumor growth data from one mouse in early-early tumor group (E group).

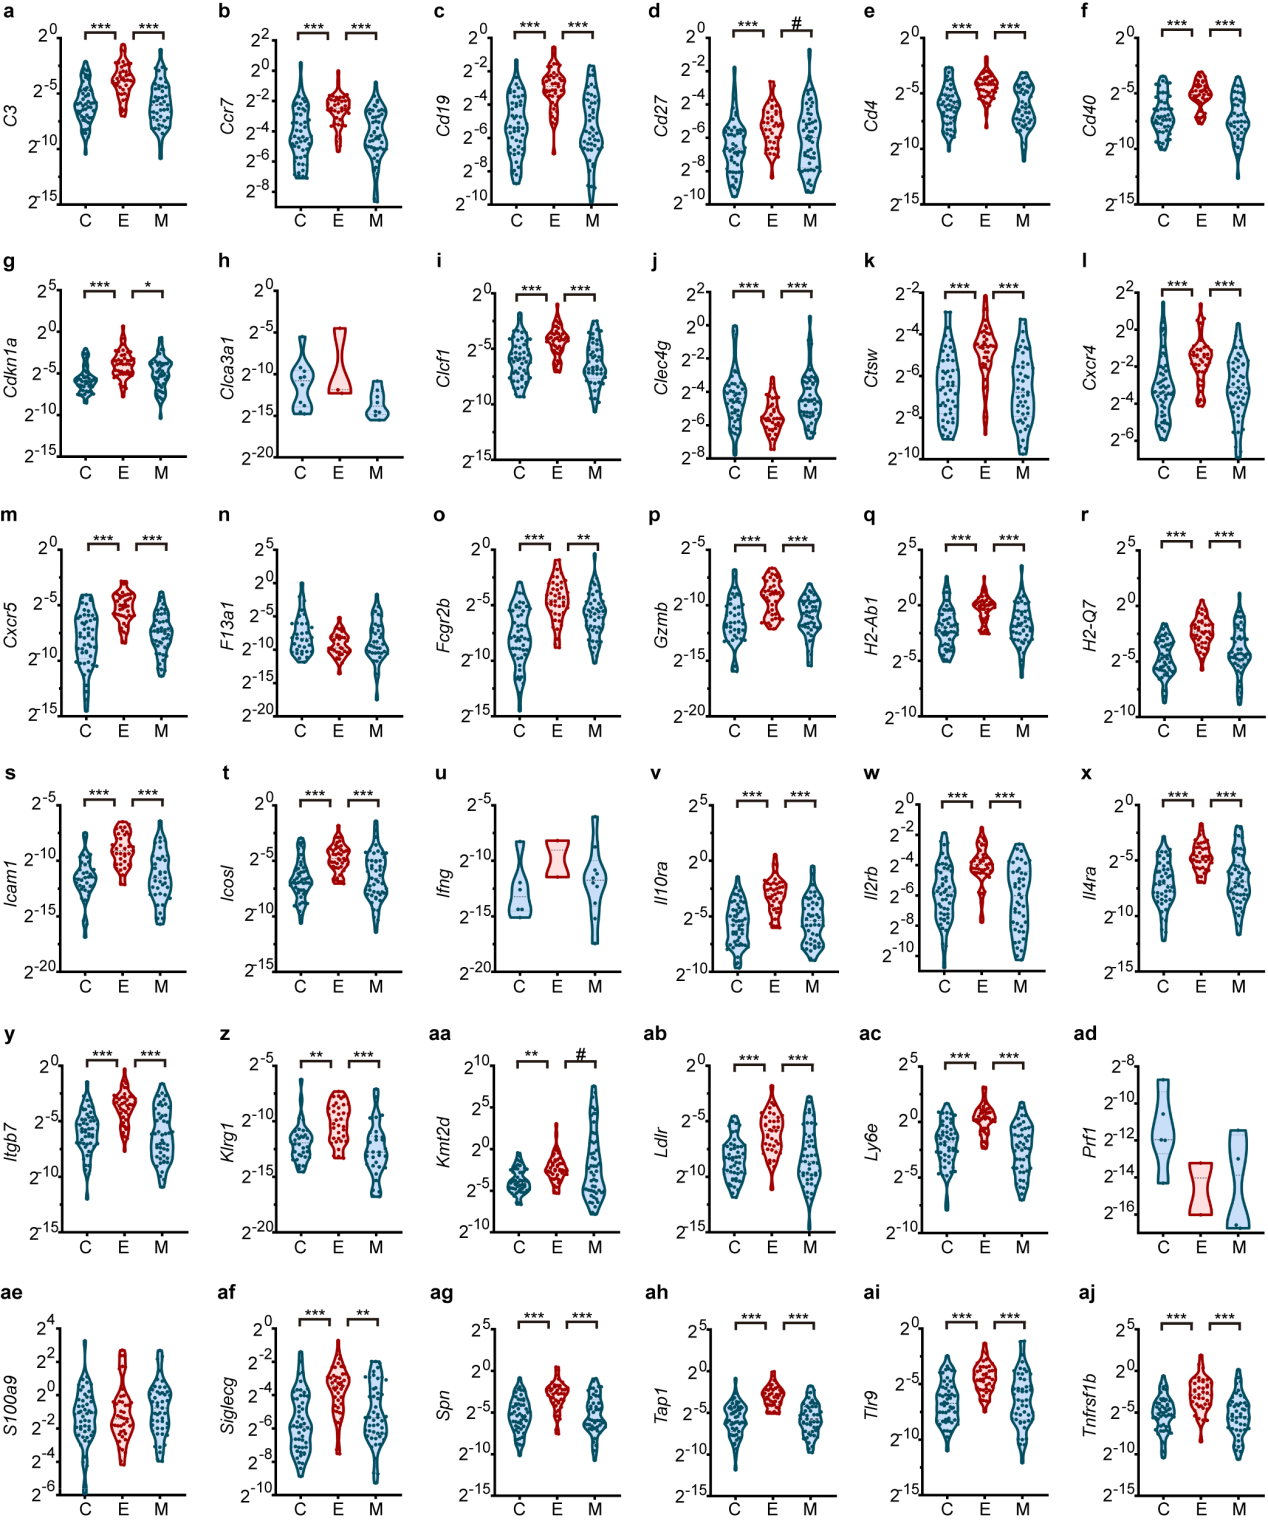

Fig. S4 qPCR verifications of the expression levels of selected 36 genes in the mouse cohort.

Violin plots of normalized gene expression levels (2^ΔCt(Ref-Gene)^) of 36 selected genes in three groups of the mouse cohort. C: negative control; E: early-early tumor; M: macroscopic melanoma. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, Kruskall-Wallis test. Data without significance tags representing non-significant for analyses between three groups (**h**, **n**, **u**, **ad**, **ae**) (detailed statistics including *n* values and *P* values see Supplementary Table 5).

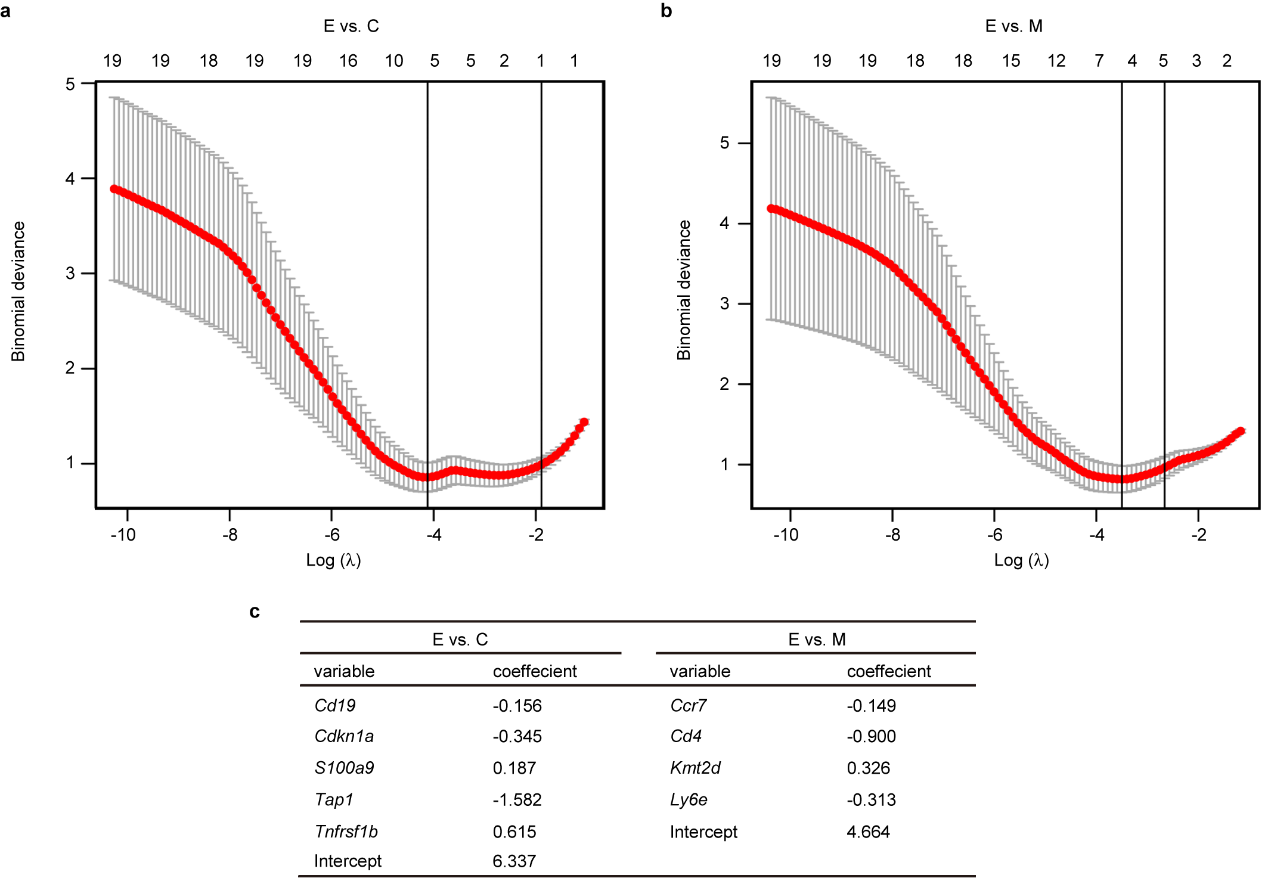

Fig. S5 LASSO regression model construction and variable selection for predicting occult tumor progression in mouse cohort.

**a**, **b**, Ten-fold cross-validation for the selection of the penalty term λ with the binomial deviance as measures of the predictive performance of the fitted models. The dependent variable groups: E vs. C (**a**) or E vs. M (**b**). **c**, Coefficients derived from LASSO regression. E, early-early tumor (occult tumor that progressed into macroscopic tumor later); C, negative control group; M, macroscopic melanoma group. Numbers of samples included in LASSO regression: E, *n* = 40; C, *n* = 50; M, *n* = 45. Numbers of variables included in LASSO regression: E vs. C, *n* = 29; E vs. M, *n* = 30. The prediction score formulas for the discrimination of E group from C group (Score_EC_) or from M group (Score_EM_) established as follows: Score_EC_ = 6.337 – 0.156 × (Ct*_Cd19_* – Ct_Ref_) – 0.345 × (Ct*_Cdkn1a_* – Ct_Ref_) + 0.187 × (Ct*_S100a9_* – Ct_Ref_) – 1.582 × (Ct*_Tap1_* – Ct_Ref_) + 0.615 × (Ct*_Tnfrsf1b_* – Ct_Ref_); Score_EM_ = 4.664 – 0.149 × (Ct*_Ccr7_* – Ct_Ref_) – 0.900 × (Ct*_Cd4_* – Ct_Ref_) + 0.326 × (Ct*_Kmt2d_* – Ct_Ref_) – 0.313 × (Ct*_Ly6e_* – Ct_Ref_).

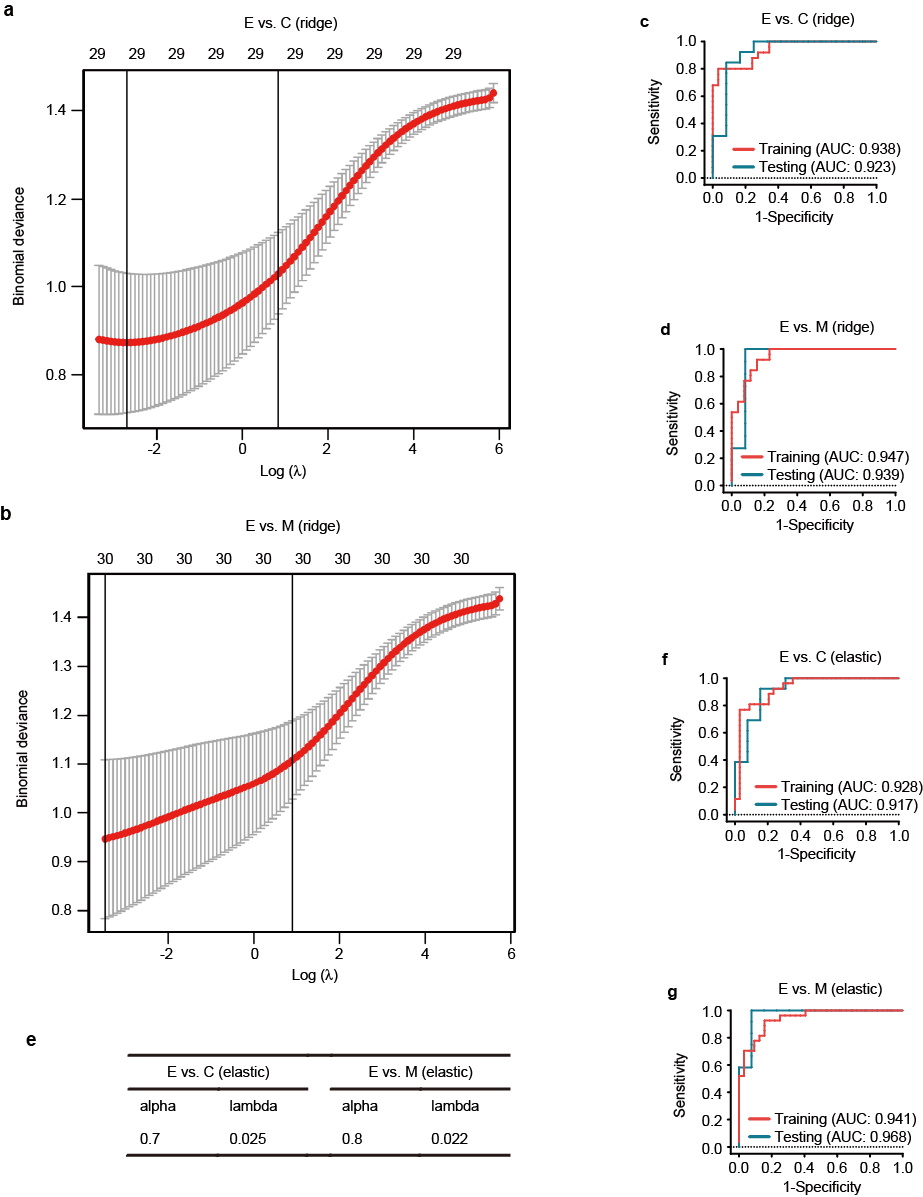

Fig. S6 Ridge and elastic net regression model construction and variable selection for predicting occult tumor progression in mouse cohort.

**a**, **b**, Ten-fold cross-validation for the selection of the penalty term λ with the binomial deviance as measures of the predictive performance of the fitted models for ridge regression (coefficients derived from LASSO regression see Supplementary Table 6). The dependent variable groups: E vs. C (**a**) or E vs. M (**b**). ROC curves for the diagnostic performances of the prediction score formulas generated from ridge **(c, d)** and elastic net **(f, g)** regression in the mouse cohort. ROC curves for the discrimination of early-early tumor (occult tumor, E group) from negative control group (C group) (**c, f**, E vs. C) or from macroscopic melanoma group (M group) (**d, g**, E vs. M). The prediction score formulas for the discrimination of E group from C group (Score_EC_) or from M group (Score_EM_) established as follows: Score = Intercept + Σ Coefficient × (Ct_Variable_ – Ct_Ref_). Probability statistics calculated according to the prediction score formulas generated from regression analyses: Probability = e^Score^ / (1 + e^Score^). 95% CI of AUC: training data 0.879-0.997, testing data 0.806-1.000 (**c**); training data 0.891-1.000, testing data 0.822-1.000 (**d**); training data 0.861-0.994, testing data 0.807-1.000 (**f**); training data 0.887-0.995, testing data 0.901-1.000 (**g**). **e**, Elastic net regression’s optimal alpha and lamda combination. E, early-early tumor (occult tumor that progressed into macroscopic tumor later); C, negative control group; M, macroscopic melanoma group. Numbers of samples included in regression: E, *n* = 40; C, *n* = 50; M, *n* = 45. Numbers of variables included in regression: E vs. C, *n* = 29; E vs. M, *n* = 30.

Table S1 Enriched KEGG pathways of differentially expressed mRNAs in platelets of suboptimal inoculation group.

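Each line of this table gives a KEGG pathway, the number of platelet genes from the list of the paper that belong to it, that number as a share of the listed genes with a pathway, and the P value of the enrichment before and after Benjamini-Hochberg adjustment. The genes behind each count are not named in the table. For the lysosome term, a family of 88 tested lysosome genes fixed by symbol in advance had 9 members among the platelet genes found with edgeR, where 2.93 are expected (odds ratio 3.35, 95% CI 1.47 to 6.75, adjusted P = 0.00780, two-sided Fisher's exact test). A mitotic cell cycle family, tested for comparison, had 5 of 61 members with 2.03 expected (odds ratio 2.61, adjusted P = 0.104, Fisher's exact test), and an odds ratio of 8.35 past the threshold under DESeq2. All 5 were lower in S group, and among the genes lower in both comparisons the odds ratio was 11.4 (95% CI 3.49 to 29.1, adjusted P = 0.000527, Fisher's exact test), a division not fixed in advance. Of 86 ribosomal protein genes, 0 were among them with 2.87 expected (adjusted P = 0.181, Fisher's exact test).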

| Term | Count | Gene ratio | *P* value | *P* adjust |
| --- | --- | --- | --- | --- |
| Cytokine-cytokine receptor interaction | 24 | 0.110 | 0.000 | 0.000 |
| Cell adhesion molecules | 20 | 0.091 | 0.000 | 0.000 |
| Epstein-Barr virus infection | 18 | 0.082 | 0.000 | 0.000 |
| Human T-cell leukemia virus 1 infection | 18 | 0.082 | 0.000 | 0.001 |
| Th1 and Th2 cell differentiation | 14 | 0.064 | 0.000 | 0.000 |
| Th17 cell differentiation | 14 | 0.064 | 0.000 | 0.000 |
| Phagosome | 14 | 0.064 | 0.000 | 0.002 |
| Human immunodeficiency virus 1 infection | 14 | 0.064 | 0.002 | 0.022 |
| Hematopoietic cell lineage | 12 | 0.055 | 0.000 | 0.000 |
| Staphylococcus aureus infection | 11 | 0.050 | 0.000 | 0.003 |
| Lysosome | 11 | 0.050 | 0.000 | 0.004 |
| Tuberculosis | 11 | 0.050 | 0.005 | 0.039 |
| Allograft rejection | 10 | 0.046 | 0.000 | 0.000 |
| Rheumatoid arthritis | 10 | 0.046 | 0.000 | 0.001 |
| Viral myocarditis | 10 | 0.046 | 0.000 | 0.001 |
| Antigen processing and presentation | 10 | 0.046 | 0.000 | 0.001 |
| Systemic lupus erythematosus | 10 | 0.046 | 0.004 | 0.030 |
| Primary immunodeficiency | 9 | 0.041 | 0.000 | 0.000 |
| Autoimmune thyroid disease | 9 | 0.041 | 0.000 | 0.002 |
| Viral protein interaction with cytokine and cytokine receptor | 9 | 0.041 | 0.001 | 0.006 |
| Chagas disease | 9 | 0.041 | 0.001 | 0.009 |
| Intestinal immune network for IgA production | 8 | 0.037 | 0.000 | 0.000 |
| Inflammatory bowel disease | 8 | 0.037 | 0.000 | 0.002 |
| Graft-versus-host disease | 8 | 0.037 | 0.000 | 0.002 |
| Type I diabetes mellitus | 8 | 0.037 | 0.000 | 0.004 |
| B cell receptor signaling pathway | 8 | 0.037 | 0.001 | 0.008 |
| PD-L1 expression and PD-1 checkpoint pathway in cancer | 8 | 0.037 | 0.001 | 0.013 |
| T cell receptor signaling pathway | 8 | 0.037 | 0.004 | 0.031 |
| Malaria | 6 | 0.027 | 0.003 | 0.023 |
| Glycosaminoglycan biosynthesis - chondroitin sulfate / dermatan sulfate | 5 | 0.023 | 0.000 | 0.002 |
| Asthma | 5 | 0.023 | 0.000 | 0.004 |

Table S2 Enriched KEGG pathways of differentially expressed mRNAs in PBMCs of suboptimal inoculation group.

| Description | Count | Gene ratio | *P* value | *P* adjust |
| --- | --- | --- | --- | --- |
| Ribosome | 6 | 0.200 | 0.000 | 0.002 |
| Oxidative phosphorylation | 4 | 0.133 | 0.001 | 0.044 |

Table S3 Joinpoint multi-phase regression statistics for all mice in early-early group of the mouse cohort.

| Mice | Joinpoint (days) | *P* value |
| --- | --- | --- |
| E1 | 34 | 0.024 |
| E2 | 29 | 0.036 |
| E3 | 34 | 0.012 |
| E4 | 34 | 0.019 |
| E5 | 34 | 0.045 |
| E6 | 28 | 0.003 |
| E7 | 23 | 0.000 |
| E8 | 23 | 0.007 |
| E9 | 38 | 0.000 |
| E10 | 19 | 0.007 |
| E11 | 28 | 0.000 |
| E12 | 28 | 0.000 |
| E13 | 44 | 0.000 |
| E14 | 33 | 0.000 |
| E15 | 27 | 0.000 |
| E16 | 27 | 0.000 |
| E17 | 27 | 0.000 |
| E18 | 33 | 0.000 |
| E19 | 27 | 0.000 |
| E20 | 27 | 0.000 |
| E21 | 23 | 0.000 |
| E22 | 27 | 0.000 |
| E23 | 21 | 0.003 |
| E24 | 21 | 0.000 |
| E25 | 31 | 0.000 |
| E26 | 23 | 0.003 |
| E27 | 23 | 0.029 |
| E28 | 23 | 0.000 |
| E29 | 29 | 0.000 |
| E30 | 23 | 0.003 |
| E31 | 23 | 0.003 |
| E32 | 35 | 0.000 |
| E33 | 25 | 0.000 |
| E34 | 25 | 0.003 |
| E35 | 20 | 0.000 |
| E36 | 25 | 0.011 |
| E37 | 25 | 0.005 |
| E38 | 25 | 0.000 |
| E39 | 20 | 0.000 |
| E40 | 25 | 0.000 |
| E41 | 25 | 0.004 |
| E42 | 20 | 0.018 |
| E43 | 25 | 0.015 |
| E44 | 25 | 0.015 |

*P* value, the statistic significance of the change in tumor growth trend over time calculated via a Monte Carlo Permutation method

Table S4 Primers for qPCR experiments.

| Ensembl Gene ID | Gene Symbol | Forward | Reverse |
| --- | --- | --- | --- |
| ENSMUSG00000029580 | *Actb** | TTCTTTGCAGCTCCTTCG | GACCAGCGCAGCGATATC |
| ENSMUSG00000057666 | *Gapdh** | CATCACCATCTTCCAGGA | TAGACTCCACGACATACTC |
| ENSMUSG00000025534 | *Gusb** | TATGAACGGGAAGCAATC | ATAATAATGGGCACTGTTGA |
| ENSMUSG00000027523 | *Gnas** | GCTTGCTTAGATGTTCCA | CTTTATTTCTGTTGCTGCTTT |
| ENSMUSG00000035242 | *Oaz1** | CAGAATAAACGCTCACTC | TTCAAAGGAGACTGCTAT |
| ENSMUSG00000024164 | *C3* | CATAGCCAAGTTCCTGTA | ATCTTCTTATCGCCATCC |
| ENSMUSG00000037944 | *Ccr7* | CCTGGTTGAGTAGTCTTC | TTGCTAAGTGTGGAGATAA |
| ENSMUSG00000030724 | *Cd19* | AGTATATGTCATCTTCTGTATGGT | GTCAGTCATTCGCTTCCT |
| ENSMUSG00000030336 | *Cd27* | GACTGACTGCCGTGAGAG | CAACTTACAGAGAAGACAGAACC |
| ENSMUSG00000023274 | *Cd4* | ACCTTGGATAGCAACTCTAA | TGGAACCACTGACAACTT |
| ENSMUSG00000017652 | *Cd40* | TTGGAGTTATGGAGATGG | ATGACTGATTGGAGAAGAA |
| ENSMUSG00000023067 | *Cdkn1a* | CTCCTTGTCACCTCTAAG | ATATTACGGTTGAGTCCTAA |
| ENSMUSG00000056025 | *Clca3a1* | TAGAAGATAGAATGGCACTAA | TTGAATGAGGAACTGTTAATC |
| ENSMUSG00000040663 | *Clcf1* | ACTACATATCCAGTTCAGG | CTCCAGCATAAACCCTAC |
| ENSMUSG00000074491 | *Clec4g* | GGTGGCTCCTATTCCTTGA | CAGGCTGAGTGGCTCTTAT |
| ENSMUSG00000024910 | *Ctsw* | ATATCTAACTGTCCTCAAC | ACCTTCTTGTACTTCTTG |
| ENSMUSG00000045382 | *Cxcr4* | GTAGAACTGTAGAGGAAGAA | CGGAATGAAGAGATTATGC |
| ENSMUSG00000047880 | *Cxcr5* | ATCTTCCTCCTGATTATG | TATTCCTCTGTGGTATAG |
| ENSMUSG00000039109 | *F13a1* | GAAGTTATGGAAGAGAAGAT | TAGATGCTAATGCTGAGA |
| ENSMUSG00000026656 | *Fcgr2b* | ACAGACACTACGAGATTG | ACGGCAGTAAGTTGATTA |
| ENSMUSG00000015437 | *Gzmb* | AAGAAGTAGAATGTTTGC | CTGTATGAAAGTTCTGTAG |
| ENSMUSG00000073421 | *H2-Ab1* | AATGTCTCTGCTCCGAAT | AGGTGGTGGATACAATAGT |
| ENSMUSG00000060550 | *H2-Q7* | AGAGTATGTGACCTTGATTGTTA | GGTTCTCCATCTGCCATT |
| ENSMUSG00000037405 | *Icam1* | ACTGGACTATAATCATTC | CCTTCTGTAACTTGTATA |
| ENSMUSG00000000732 | *Icosl* | AACTTGAGTGGTCTGTATG | GACTTGTAAGGCAGGTAG |
| ENSMUSG00000055170 | *Ifng* | TTAACTCAAGTGGCATAG | TGATTCAATGACGCTTAT |
| ENSMUSG00000032089 | *Il10ra* | GAATTAACAAGGCAGAGT | ACAGAATAGCAGCATAGA |
| ENSMUSG00000068227 | *Il2rb* | ACTACATTGAACCATACTTG | CTGCTTGAGGCTTAATAC |
| ENSMUSG00000030748 | *Il4ra* | TACTGGTATTCTGCCTTAG | AGACTGTTCTGAGATGTG |
| ENSMUSG00000001281 | *Itgb7* | GGTGGATTCATCAACTGT | ATGTAATCTTGGTATCTAACTCA |
| ENSMUSG00000030114 | *Klrg1* | TAAGAAGGTCCTATACTG | CTAATGGCATATCATAACA |
| ENSMUSG00000048154 | *Kmt2d* | CAACAACAGCAACAACAAC | ACCATGTGACATCATTCCT |
| ENSMUSG00000032193 | *Ldlr* | TTCTCCCATCTTCATTTCCT | TCCTCCGTGTTAGTGTTG |
| ENSMUSG00000022587 | *Ly6e* | AAGACCATTACTGTATCA | GAGATTGAGATTGACATT |
| ENSMUSG00000037202 | *Prf1* | TTAATAGCGACACAGTAGAGT | TGAAGTCAAGGTGGAGTG |
| ENSMUSG00000056071 | *S100a9* | TCAGACAAATGGTGGAAG | GCATCATACACTCCTCAA |
| ENSMUSG00000030468 | *Siglecg* | GACACCTATTCTGATTAC | CCTTAACTACTTTACCATT |
| ENSMUSG00000051457 | *Spn* | GCAGCATCTACATCTATCTCTA | GTCCACTGGTCTCGTTAG |
| ENSMUSG00000037321 | *Tap1* | TTCAGGATAAGACAGTTC | ATGGTGATGTTGTAGATT |
| ENSMUSG00000045322 | *Tlr9* | ATGGACAGGTGTAAGAAC | ACATCTCTGGCTTGATAG |
| ENSMUSG00000028599 | *Tnfrsf1b* | TCCAAGCATCCTTACATC | TCCAACAATCAGACCAAT |

*Reference genes

Table S5 Statistic analyses of the normalized expression levels of selected 36 genes in the mouse cohort.

| Gene name | Mice No. (n) | | | *P* value between groups | *P* value of pairwise comparison | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Group C | Group E | Group M |  | E vs. C | E vs. M | M vs. C |
| *C3* | 51 | 42 | 45 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Ccr7* | 50 | 41 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cd19* | 50 | 43 | 48 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cd27* | 51 | 40 | 50 | 0.001 | 0.000 | 0.067 | 0.324 |
| *Cd4* | 51 | 42 | 48 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cd40* | 49 | 42 | 42 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cdkn1a* | 51 | 43 | 49 | 0.000 | 0.000 | 0.023 | 0.051 |
| *Clca3a1* | 10 | 3 | 8 | 0.082 | NA | NA | NA |
| *Clcf1* | 51 | 43 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Clec4g* | 51 | 41 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Ctsw* | 50 | 40 | 45 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cxcr4* | 51 | 43 | 48 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Cxcr5* | 49 | 43 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *F13a1* | 33 | 32 | 37 | 0.159 | NA | NA | NA |
| *Fcgr2b* | 49 | 42 | 50 | 0.000 | 0.000 | 0.006 | 0.008 |
| *Gzmb* | 40 | 39 | 46 | 0.000 | 0.000 | 0.000 | 1.000 |
| *H2-Ab1* | 51 | 43 | 48 | 0.000 | 0.000 | 0.000 | 1.000 |
| *H2-Q7* | 50 | 42 | 48 | 0.000 | 0.000 | 0.000 | 0.137 |
| *Icam1* | 37 | 37 | 37 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Icosl* | 50 | 43 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Ifng* | 6 | 2 | 10 | 0.271 | NA | NA | NA |
| *Il10ra* | 51 | 42 | 47 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Il2rb* | 51 | 42 | 44 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Il4ra* | 47 | 40 | 50 | 0.000 | 0.000 | 0.000 | 0.940 |
| *Itgb7* | 51 | 44 | 48 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Klrg1* | 34 | 35 | 31 | 0.000 | 0.001 | 0.000 | 0.733 |
| *Kmt2d* | 50 | 43 | 50 | 0.002 | 0.002 | 0.698 | 0.060 |
| *Ldlr* | 49 | 38 | 47 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Ly6e* | 51 | 43 | 47 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Prf1* | 5 | 2 | 4 | 0.186 | NA | NA | NA |
| *S100a9* | 50 | 43 | 47 | 0.328 | NA | NA | NA |
| *Siglecg* | 51 | 44 | 49 | 0.000 | 0.000 | 0.001 | 0.497 |
| *Spn* | 50 | 43 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Tap1* | 51 | 42 | 47 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Tlr9* | 51 | 42 | 49 | 0.000 | 0.000 | 0.000 | 1.000 |
| *Tnfrsf1b* | 51 | 41 | 46 | 0.000 | 0.000 | 0.000 | 1.000 |

*P* value between groups, Kruskal-Wallis non-parametric test.

*P* value of pairwise comparison, adjusted *P* value of Kruskal-Wallis non-parametric test for 3 groups.

NA, not applicable for pairwise comparisons.

Group C/E/M, number of samples with valid Ct values out of the total number of samples in each group. (C: negative control (total *n* = 51); E: early-early tumor (total *n* = 44); M: macroscopic melanoma (total *n* = 50)).

Table S6 Coefficients derived from ridge regression

| E vs. C | |  | E vs. M | |
| --- | --- | --- | --- | --- |
| Variable | coefficient |  | Variable | coefficient |
| *C3* | 0.060 |  | *C3* | 0.084 |
| *Ccr7* | 0.015 |  | *Ccr7* | -0.275 |
| *Cd19* | -0.195 |  | *Cd19* | -0.153 |
| *Cd27* | 0.075 |  | *Cd27* | 0.120 |
| *Cd4* | -0.063 |  | *Cd4* | -0.378 |
| *Cd40* | 0.020 |  | *Cd40* | 0.070 |
| *Cdkn1a* | -0.206 |  | *Cdkn1a* | 0.152 |
| *Clcf1* | 0.039 |  | *Clcf1* | -0.058 |
| *Clec4g* | 0.136 |  | *Clec4g* | 0.003 |
| *Ctsw* | 0.135 |  | *Ctsw* | 0.154 |
| *Cxcr4* | -0.068 |  | *Cxcr4* | -0.093 |
| *Cxcr5* | -0.138 |  | *Cxcr5* | -0.111 |
| *Fcgr2b* | -0.099 |  | *Fcgr2b* | 0.132 |
| *H2Ab1* | -0.024 |  | *H2Ab1* | 0.059 |
| *H2Q7* | -0.140 |  | *H2Q7* | -0.066 |
| *Icosl* | 0.008 |  | *Icosl* | -0.054 |
| *Il10ra* | -0.027 |  | *Il10ra* | -0.088 |
| *Il2rb* | -0.055 |  | *Il2rb* | -0.093 |
| *Il4ra* | -0.121 |  | *Il4ra* | -0.100 |
| *Itgb7* | -0.021 |  | *Itgb7* | -0.060 |
| *Kmt2d* | -0.150 |  | *Kmt2d* | 0.288 |
| *Ldlr* | 0.045 |  | *Ldlr* | 0.098 |
| *Ly6e* | -0.059 |  | *Ly6e* | -0.250 |
| *S100a9* | 0.198 |  | *S100a9* | -0.070 |
| *Siglecg* | -0.083 |  | *Siglecg* | -0.119 |
| *Spn* | -0.017 |  | *Spn* | -0.012 |
| *Tap1* | -0.230 |  | *Tap1* | -0.172 |
| *Tlr9* | -0.024 |  | *Tlr9* | -0.166 |
| *Tnfrsf1b* | 0.087 |  | *Tnfrsf1b* | 0.113 |
| Intercept | 3.891 |  | *Gzmb* | -0.051 |
|  |  |  | Intercept | 4.180 |

Table S7 Coefficients derived from elastic net regression

| E vs. C | |  | E vs. M | |
| --- | --- | --- | --- | --- |
| Variable | coefficient |  | Variable | coefficient |
| Cd19 | -0.058 |  | Ccr7 | -0.048 |
| Cdkn1a | -0.036 |  | Cd4 | -0.127 |
| Clec4g | 0.006 |  | Cdkn1a | 0.032 |
| Cxcr5 | -0.002 |  | Fcgr2b | 0.010 |
| Fcgr2b | -0.003 |  | Kmt2d | 0.061 |
| Kmt2d | -0.028 |  | Ly6e | -0.105 |
| S100a9 | 0.044 |  | Tnfrsf1b | 0.016 |
| Tap1 | -0.147 |  | Intercept | 1.030 |
| Tnfrsf1b | 0.062 |  |  |  |
| Intercept | 1.328 |  |  |  |

Table S8 Root mean square error (RMSE) analyses of ridge, lasso and elastic net regression

|  | Min. | 1st Qu. | Median | Mean | 3rd Qu. | Max. | NA's |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ridge (E vs. C) | 0.221932 | 0.289559 | 0.391673 | 0.363995 | 0.429896 | 0.477914 | 0 |
| lasso (E vs. C) | 0.178717 | 0.273874 | 0.360461 | 0.3428 | 0.408698 | 0.460648 | 0 |
| elastic (E vs. C) | 0.195946 | 0.282426 | 0.358486 | 0.349443 | 0.419391 | 0.466394 | 0 |
| ridge (E vs. M) | 0.19562 | 0.311681 | 0.36604 | 0.356369 | 0.408548 | 0.5115 | 0 |
| lasso (E vs. M) | 0.191831 | 0.281614 | 0.37533 | 0.34606 | 0.388472 | 0.537525 | 0 |
| elastic (E vs. M) | 0.181551 | 0.280964 | 0.376272 | 0.345688 | 0.39035 | 0.537279 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

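Platelet RNA and PBMC RNA of mice from C group, S group and O group were sequenced as 5 libraries per group and tissue, 30 libraries in all, each made from RNA pooled over several mice. As the authors describe, reads with adapter sequence, poly-N or low quality were removed, the rest were aligned with HISAT2, and featureCounts counted them per gene to make the deposited raw count values, which are not normalized. Whole numbers, unequal column totals and the presence of every small integer were checked on both tables. Libraries were assigned to tissue, group and replicate by their titles and source names, since the cell type tag of the platelet samples reads PBMC. The paper's text, supplement and figures were searched for the genome build, which they do not name, and gene positions are those of GRCm38.

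Total counts on genes per library had a median of 17140564 in platelets and 14684708 in PBMCs. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each pair of groups was fitted alone with edgeR's quasi-likelihood F test after filterByExpr and TMM normalization. A standard error of a log2 fold change is its size divided by the square root of F. P values are two-sided, the paper's unadjusted threshold of 0.05 was used, and Benjamini-Hochberg adjusted values are given beside it. The paper names DESeq2 as its tool. Here edgeR was fixed as the main test and DESeq2 as an alternative. Genes with an unadjusted P under 0.05 and the same direction in both comparisons of S group follow the paper's criteria. Tissues were compared over all 30 libraries with group as a covariate, and the difference of response between tissues as an interaction.

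Named genes were those the paper names in its results text or Fig. 3f and, for each comparison, the 3 genes with the smallest P among those past the adjusted threshold whose groups do not overlap. Rps29 and Rpl17-ps3 were named after their values were seen. The result of 1 gene is not reported here.

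Lists of genes were written by symbol. Of the 17, 11 hold markers (platelet and megakaryocyte, B cell, T cell, NK cell, neutrophil, monocyte and macrophage, erythroid, melanocyte and melanoma, liver, keratinocyte, Y chromosome) and 6 hold families (cytokines, chemokines and their receptors, adhesion and antigen presentation molecules, cytosolic ribosomal proteins, oxidative phosphorylation, lysosome, mitotic cell cycle). A score is the mean over a list of log2(CPM + 1) in a library, compared between groups with an exact permutation test over the 252 arrangements of 5 against 5 libraries. Families were tested among the genes that met the criteria with Fisher's exact test against all genes that passed the filter in both comparisons. The KEGG gene lists behind the paper's pathway tables were not used here.

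The alternatives were DESeq2 and edgeR on all genes with at least 1 count, RLE size factors, voom with sample quality weights, the replicate number as a block, all 3 groups in one fit, and leaving out each library in turn. Between the tissues the block was group and replicate number together, which pairs a platelet with a PBMC library. For scores they were a pseudocount of 0.1 and RLE size factors, for correlations the log2 scale, Spearman's rank correlation and removal of the 10 most abundant genes, and for clusters other gene sets, scales and linkages. Results of many tests were also set beside 100 of the 126 splits of 10 libraries, or 100 splits of all libraries of a tissue, drawn at random. Explanations were tested where the libraries gave a test. A median log2 fold change above 1 in size was taken as the level at which a marker list was looked at more closely, and this level was set after the values were seen.

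The methods were tested on simulated data with the dispersions of each tissue and 5 against 5 libraries. Of the changed genes that passed the filter, edgeR recovered 113 of 188 at an adjusted P under 0.05 for platelets and 157 of 187 for PBMCs, and called 5 and 9 unchanged genes. Every simulated change was larger than the median change of S group against C group among the genes that met the criteria.

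For the comparison with the paper's values, a log2 fold change was given its standard error as its spread, a count of genes the SD over the fits that left out 1 library, and a count without a comparison no spread. The qPCR values, the prediction models and the tumor measurements were not analysed here.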

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

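The tests of explanations in this part were chosen only after the result was seen, and so was the level of 1 for the median log2 fold change of a marker list.

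In groups of 5 libraries, 16 of the 168 groups examined held a library far from the nearest other one, where 8.4 are expected by chance. In platelets, C3 (replicate 3 of C group) had a melanoma score of 0.575 (next 0.285), C1 a lysosome score of 4.14 (3.81), S4 an NK cell score of 3.02 (3.55), and S5 an oxidative phosphorylation score of 3.85 (4.21) and 18.5 CPM of Tlr9 (8.30). S2 had 148 CPM of S100a9 (90.1) and O3 6.44 CPM of Prf1 (2.76). Among PBMCs, C3 had 14089426 counts (15174763), C2 had 44.1 CPM of Rpl37rt (38.5) and 18.0 CPM of Gm10073 (15.2), and O5 had 7.95 CPM of Gm3362 (4.41). No technical or biological explanation was tested for these.

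Platelet library O1 stood apart with a neutrophil score of 5.42 (next 2.90), a mitotic score of 3.52 (2.33) and 1263 CPM of S100a9 (304). Platelet neutrophil genes, which the paper does not discuss, had a median log2 fold change of 1.86 in O group against C group, with 16 of 17 higher and 8 past an unadjusted P of 0.05. S100a9 is not on this list, of whose 20 genes 17 had a mean above 1 CPM in platelets and 18 in PBMCs. Its most abundant gene, S100a8, was at 363 ± 471 CPM in platelets of O group and 109 ± 80.6 in C group (SD, n = 5). The score differed by 0.79 (exact permutation P = 0.278), and by 0.234 without O1, which fits 1 library behind most of the difference. The 13446756 counts of O1 lie above the lowest platelet total of 12259036 and so argue against library size. Neutrophil RNA carried into that pool and a difference between the mice in it stay open, since neither was tested.

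PBMC neutrophil genes had a median log2 fold change of 1.44 in O group against C group, with 18 of 18 higher and 2 past an unadjusted P of 0.05. The score differed by 0.75 (exact permutation P = 0.286), and by 0.322 without O1, so that 1 library and a response to the tumor cannot be told apart with 5 pools per group. S100a8 was at 667 ± 776 CPM in O group and 196 ± 233 in C group (SD, n = 5). The tumor itself is an untested biological explanation.

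Platelet library C1 had a Y chromosome score of 2.48 where the other 4 libraries of its group were at 0, from 362 counts on Ddx3y, Eif2s3y, Kdm5d and Uty. The paper states that the mice were female. The other 29 libraries had 0 counts on these genes beside 212230 on their X homologs, which argues against reads shared with the X copies, and 0 Y counts also argue against RNA from another of these libraries. The share of the Y copy in a pair of homologs was 8.90% for Ddx3y (95% CI 7.44 to 10.5), 19.7% for Eif2s3y, 10.7% for Kdm5d and 9.09% for Uty. A candidate explanation is RNA of a male mouse in this pool of 10, and RNA from a sample outside the study was not tested. No biological condition of the design gives male RNA.

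PBMC library S3 had counts on 32900 genes where the nearest of its group had 22991. It alone among the 15 PBMC libraries had counts on 7034 genes, against 69 to 172 for the others. Its total of 14039342 lies within the range of the others (13390983 to 15973449), which argues against library size. Over genes without counts in the other 14 libraries, the counts per kilobase of protein coding, pseudogene and long non-coding classes had a highest to lowest ratio of 1.06, while genes of the TEC class were at 0.328, beside 0.519, 0.549 and 0.524, and the 20 chromosomes ranged from 0.399 to 0.809. Over 5 sets of genes ordered by length the rate fell from 0.957 in the shortest to 0.446 in the longest, a ratio of 2.14, where an even rate would give 1. Genomic DNA or unspliced RNA spread over the genome stays open, since the 3 classes go with it and the TEC class and gene length do not. These genes took 0.106% of the counts of the library. No biological explanation was tested.

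PBMC erythroid genes had a median log2 fold change of 2.93 in O group against C group, with 14 of 14 higher at an unadjusted P under 0.05 and 0 past the adjusted threshold (smallest adjusted P = 0.337). The score differed by 2.47 (exact permutation P = 0.0159). Of the erythroid genes other than hemoglobin, 10 of 10 were past the unadjusted threshold, which argues against a few hemoglobin genes alone. The lowest difference with 1 O group library left out was 1.88, without O1, which argues against a single library. The most abundant, Hba-a1, was at 128942 ± 122925 CPM in O group and 18642 ± 10013 in C group (SD, n = 5). All 14 genes are above 1 CPM in both tissues. The number of mice pooled stays open, since over the 5 O group libraries it had a rank correlation of -0.949 with the score and O group pools were smaller. Red cells left in the preparation, erythroid cells released into blood and the tumor cannot be told apart with these libraries.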

How the results depend on the processing

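The alternatives were set before the data were examined, except a leukocyte or erythroid score as a covariate and clustering on genes called by DESeq2, which were chosen after seeing the data. Among the results that answer a comparison, 334 values under an alternative kept their direction and their side of the threshold (a count stayed within 1.5 times, a correlation or index within the spread of its libraries), 12 became weaker, 30 stronger, 11 moved and 7 changed direction. In the fits that each left out 1 library, 1115 were kept, 55 became weaker, 30 stronger and 75 changed direction. For single genes, 164 values under an alternative were kept, 6 became weaker, 2 stronger and 4 changed direction, and leaving out a library kept 230 and weakened 10. Enrichment under the other alternatives kept its direction and call for platelet cytokines (odds ratio 5.24 to 6.61), adhesion molecules (5.96 to 9.28) and lysosome genes (3.34 to 4.64), and for PBMC oxidative phosphorylation (6.35 to 12.7) and ribosomal proteins (5.79 to 11.5), across DESeq2, edgeR on all genes with at least 1 count, and a background within the expression range of the list. The families were not run with RLE size factors, nor with a library left out. Cdkn1a stayed between 1.86 and 1.95 in log2 fold change of S group against C group in platelets under the other 6 settings. The interaction tests and the correlations between single libraries were not rerun with a library left out.

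DESeq2 on all genes with at least 1 count changed the most calls at an adjusted P under 0.05. The counts in platelets went from 1 to 8 (S group against C group), from 0 to 223 (S group against O group, with 1849 genes at an unadjusted P under 0.05) and from 0 to 12 (O group against C group, 635 genes unadjusted), and those in PBMCs from 5 to 21, from 0 to 240 (1796 unadjusted) and from 0 to 248 (1759 unadjusted). Genes past the adjusted threshold in both comparisons of S group went from 0 to 2 in platelets and from 0 to 10 in PBMCs. Its odds ratios in platelets were 1.66 for ribosomal proteins, a change of direction from 0, 3.17 for oxidative phosphorylation and 8.35 for mitotic genes, both past the threshold, and in PBMCs 1.17 for cytokines, which reversed a value of 0.884. Ctsb changed sign to 0.036 between the tissues. The cause was not tested. In simulated data on all genes with at least 1 count, DESeq2 called 20 unchanged platelet and 39 unchanged PBMC genes, and edgeR 28 and 135. On the filtered genes edgeR called 5 and 9.

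With edgeR on all genes with at least 1 count, more genes were tested and the following counts rose. In platelets, genes with an unadjusted P under 0.05 went to 2097 (S group against C group), 3131 (S group against O group) and 1547 (O group against C group), and genes with this P in both comparisons of S group to 837. The PBMC numbers were 1512 for S group against C group and 292 for both comparisons. At an adjusted P under 0.05 there were 33 platelet and 12 PBMC genes between S group and C group. Between the tissues 18120 genes passed and Ctsb changed sign to 0.0021. The odds ratio of platelet oxidative phosphorylation genes passed the threshold at 2.76. The cause was not tested beyond the larger number of genes. In PBMC comparisons with S group this number includes 7034 genes with counts in replicate 3 of S group alone.

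Other settings changed single results, and their cause was not tested. RLE size factors left 0 platelet genes past the adjusted threshold between S group and C group (831 at an unadjusted P under 0.05), as did a replicate block (0, with 766 unadjusted) and all 3 groups in one fit (0, with 690 unadjusted). A replicate block raised platelet genes past the adjusted threshold between S group and O group to 3 and PBMC genes between S group and C group at an unadjusted P under 0.05 to 651. All 3 groups in one fit took the adjusted PBMC count of S group against C group to 0 (317 unadjusted) and the platelet count of O group against C group to 954 unadjusted. Under voom with sample quality weights, the counts at an unadjusted P under 0.05 were 2081 (platelet S group against C group), 910 (platelets, both comparisons) and 633 (PBMC S group against C group), and S100a9 changed sign to 0.20 in platelets between S group and C group. RLE size factors moved Ctsb to 0.048 between the tissues.

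The covariates chosen after seeing the data lowered the counts at an unadjusted P under 0.05. With the leukocyte score, platelet genes fell to 480 between S group and C group, to 361 between S group and O group and to 85 for both comparisons. With the erythroid score, PBMC genes fell to 499 between S group and O group and to 391 between O group and C group. The scores differ between the groups, so they also take up part of any group effect, and these counts do not separate the effects.

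Correlations and clusters depended on scale and method. On the log2 scale Pearson's r of the group means in PBMCs moved to 0.993 for S group against O group and to 0.991 for O group against C group. Spearman's rank correlation was 0.969 for O group against C group and 0.936 for S group against C group. Between single platelet and PBMC libraries the median moved to 0.925 on the log2 scale, to 0.857 as a rank correlation and to 0.515 without the 10 most abundant genes. The adjusted Rand index of the clusters was 0.792 for platelets with average linkage on a correlation distance. It was 0.0521 to 0.0551 under the other alternatives, and 0.150 on the 36 selected genes. For PBMCs it was 0.401 with that linkage, 0.0225 on the 1000 most variable genes and -0.0389 on all genes that passed the filter. The cause was not tested.

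Of the list scores, a pseudocount of 0.1 in place of 1 changed the sign in platelets of the melanoma score of S group against O group (from -0.0085 to 0.069), and in PBMCs that of S group against C group for melanoma (from -0.013 to 0.028) and liver (from -0.014 to 0.0078) and of S group against O group for cytokines (from -0.0074 to 0.044). It brought past the threshold the platelet cytokine scores of S group against C group (0.28) and against O group (0.34), and took the PBMC lysosome score of S group against O group (-0.11) out. RLE size factors brought past it the platelet B cell (-0.48) and T cell (-0.27) scores of O group against C group, took out the PBMC NK cell (-0.35) and melanoma (-0.068) scores of O group against C group, and turned the PBMC adhesion score of that comparison to 0.011. A lower pseudocount gives genes near 0 counts more weight. For the rest the cause was not tested. At an exact permutation P under 0.05 there were 15 of 102 scores, 16 with the pseudocount of 0.1 and 15 with RLE size factors, and 0 after adjustment in each.

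Counts of genes also moved when 1 library was left out. At an unadjusted P under 0.05 in platelets they ran from 556 (without S1) to 1542 (without C1) for S group against C group and from 474 (without C4) to 1072 (without O2) for O group against C group. Genes that met this threshold in both comparisons of S group ran from 266 (without S1) to 630 (without C1). Of the 36 selected genes, between 19 (without S5) and 33 (without S2) met it. The adjusted count of S group against C group was 0 or 1. In PBMCs the unadjusted count of S group against C group ran from 327 (without C4) to 603 (without C3) and the adjusted one from 0 (without S2) to 7 (without S4).

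Leaving out 1 library changed the sign or the call of many score differences of marker and family lists. Each range below covers the 10 fits of a comparison that each left out 1 library, with the library left out at either end in brackets (C3 is replicate 3 of C group). The cause was not tested beyond the loss of that library. For platelet libraries of S group against C group the sign changed for platelets and megakaryocytes -0.32 (C3) to 0.031 (C1), neutrophils -0.071 (C4) to 0.28 (C3), erythroid cells -0.73 (C2) to 0.0025 (C1), melanoma -0.044 (S5) to 0.042 (C3) and liver -0.22 (C2) to 0.055 (C3). Only the side of the threshold changed there for B cells 0.096 (S5) to 0.29 (S2), NK cells 0.22 (C4) to 0.44 (C3), cytokines and receptors 0.12 (S5) to 0.22 (C1) and mitosis -0.22 (C1) to -0.13 (S3). Against O group, platelet scores of S group changed sign for platelets and megakaryocytes -0.34 (O5) to 0.13 (O4), erythroid cells -0.50 (O2) to 0.61 (O1), melanoma -0.034 (S5) to 0.0054 (S3) and keratinocytes -0.024 (S4) to 0.046 (S5). The call alone changed in that comparison for B cells 0.53 (O1) to 0.80 (O5), NK cells 0.32 (O1) to 0.65 (O3), neutrophils -0.98 (O4) to -0.18 (O1), liver 0.10 (S4) to 0.19 (S5), cytokines and receptors 0.14 (S5) to 0.24 (O1), oxidative phosphorylation -0.45 (O5) to -0.19 (O1) and mitosis -0.57 (O2) to -0.21 (O1). Between O group and C group in platelets the sign changed for platelets and megakaryocytes -0.29 (O4) to 0.18 (O5), monocytes -0.19 (C2) to 0.14 (C1), erythroid cells -0.87 (O1) to 0.24 (O2), melanoma -0.033 (C5) to 0.051 (C3), cytokines and receptors -0.067 (O1) to 0.028 (C1), ribosomal proteins -0.059 (C1) to 0.18 (C3) and lysosome -0.12 (O1) to 0.050 (O5). A change of call without a change of sign was seen there for B cells -0.58 (O5) to -0.30 (O1), T cells -0.33 (O5) to -0.11 (O1), liver -0.37 (C2) to -0.100 (C3), keratinocytes -0.14 (C1) to -0.082 (C5) and adhesion molecules -0.17 (O3) to -0.098 (C1).

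In PBMCs, scores of S group against C group changed sign for platelets and megakaryocytes -0.38 (C3) to 0.18 (C4), T cells -0.049 (S1) to 0.050 (S3), neutrophils -0.25 (S4) to 0.41 (C4), melanoma -0.046 (S3) to 0.0092 (S4), liver -0.043 (S3) to 0.0033 (S2), keratinocytes -0.015 (S3) to 0.031 (S2) and mitosis -0.0096 (C1) to 0.066 (C4). The threshold was crossed without a change of sign for NK cells 0.047 (C1) to 0.20 (C5) and oxidative phosphorylation -0.091 (S1) to -0.027 (S4). Sign changes in PBMCs of S group against O group were found for keratinocytes -0.0045 (S3) to 0.041 (S2), cytokines and receptors -0.041 (S4) to 0.045 (O4), ribosomal proteins -0.012 (S1) to 0.055 (S3) and mitosis -0.20 (O5) to 0.010 (O1). Calls changed in the same comparison for B cells 0.21 (O1) to 0.38 (O5), monocytes -0.41 (S3) to -0.21 (S4), melanoma 0.030 (S3) to 0.085 (S4), liver -0.087 (S3) to -0.038 (O1) and lysosome -0.14 (O5) to -0.077 (O1). PBMC scores of O group against C group changed sign for platelets and megakaryocytes -0.065 (C3) to 0.53 (O5), keratinocytes -0.023 (C2) to 7.6e-05 (C1), cytokines and receptors -0.0072 (O4) to 0.076 (O5) and adhesion molecules -0.025 (O4) to 0.0087 (C4). In the last of these comparisons only the call changed for NK cells -0.47 (C1) to -0.28 (O1), melanoma -0.091 (O3) to -0.057 (O1) and ribosomal proteins -0.10 (O2) to -0.051 (C2).

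With 5 pools per group, edgeR missed a part of the changed genes in simulated data. The effects of depth and of the number of pools were not tested. In simulated data with the platelet dispersions, edgeR recovered 60.1% of the changed genes at an adjusted P under 0.05, and 88.2% of those with a log2 fold change of 2. For PBMCs these were 84.0% and 96.7%. Among the genes that met the criteria in the real libraries, the median size of the log2 fold change against C group was 0.68 in platelets and 0.46 in PBMCs. Every simulated change was larger than these medians and genes were simulated independently, so recovery of changes of that size was not tested. In platelets, genes with low counts, such as Ifng, were below the filter and were tested only in the settings without it.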

Differences from the paper's values

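Platelet genes lower in S group than in C group at an unadjusted P under 0.05 numbered 283, against the paper's 443. Of the alternatives set before the data were examined, DESeq2 on all genes with at least 1 count (443) and RLE size factors (318) came within 1.5 times the paper's value, while edgeR on all genes with at least 1 count (806), voom with sample quality weights (1007), a replicate block (236) and all 3 groups in one fit (193) did not. Platelet genes higher in O group than in C group numbered 347, against the paper's 522. DESeq2 (521), RLE size factors (396), voom (395) and all 3 groups in one fit (611) came within 1.5 times, and edgeR on all genes with at least 1 count (826) and the replicate block (339) did not. PBMC genes higher in O group than in C group numbered 1113, against the paper's 1676. DESeq2 (1676), edgeR on all genes with at least 1 count (1470), RLE size factors (1162), voom (1232) and all 3 groups in one fit (1296) came within 1.5 times, and the replicate block (1084) did not.

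The number of genes in a comparison differed in all 6 comparisons. In platelets it was 13268 against the paper's 24774 for S group and C group, 13306 against the paper's 24231 for S group and O group, and 13270 against the paper's 23923 for O group and C group. In PBMCs it was 15139 against the paper's 31625, 14686 against the paper's 31263 and 14726 against the paper's 26630, in the same order. The settings on all genes with at least 1 count, with DESeq2 or edgeR, came within 1.5 times each of these values (27174, 26884, 25865, 36532, 36299 and 28890 genes). RLE size factors, voom and the replicate block keep the filtered genes, and all 3 groups in one fit had 13878 platelet and 15398 PBMC genes, so these did not.

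The paper's 53 M reads per platelet library and 44 M per PBMC library are clean reads, a measure before alignment, beside means of 17.6 M and 14.7 M counts on genes here. No alternative applies to them.

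The paper draws Ctsb, Calr, Eef2 and Igfbp4 as lower in platelets than in PBMCs (Fig. S1d). Here Eef2 was higher in platelets under all 5 settings, with a log2 fold change of 0.65 to 0.70. All 5 settings use size factors computed over both tissues, and levels relative to library size alone were not compared. Whether the normalization between the tissues accounts for the differences from the drawing therefore stays open. Igfbp4 had 0.010 (adjusted P = 0.941), or from 0.0022 to 0.051 under the 4 alternatives. Ctsb had -0.029 (adjusted P = 0.933) and -0.38 with the replicate block (adjusted P = 0.105, range over the alternatives 0.105 to 0.995). Calr had -0.38 and passed the threshold only with the replicate block (-0.56, adjusted P = 0.00166, range over the alternatives 0.00166 to 0.192). Between the tissues this block pairs each platelet library with the PBMC library of its group and number.

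The paper selects the 36 genes of Fig. 3f from those changed in both comparisons of S group. With edgeR on filtered genes, genes that did not meet this included Il10ra (log2 fold change 0.54) and S100a9 (-0.64), which missed the unadjusted threshold of 0.05 against C group, Kmt2d (0.82), which missed it against O group, and Ifng, which was below the filter in platelets. DESeq2 called 34 of the 36, all but Il10ra and S100a9, and edgeR on all genes with at least 1 count called all 36. The paper describes platelet profiles as separating the groups in a cluster tree. Here the clusters of complete linkage had an adjusted Rand index of 0.0551, and average linkage on a correlation distance gave 0.792.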

Other observations

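The tests of Xist, the T cell score with 1 library left out, GC content, gene length and the most abundant genes, the fits with a leukocyte or erythroid score and the splits that part pairs of PBMC libraries were chosen only after the result was seen.

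How often other splits of the same libraries give as large a result was counted over 100 splits, the real one included, drawn from the 126 splits of 10 libraries for each pair of groups. At an unadjusted P under 0.05 in platelets, 27 of 100 gave at least 852 genes (S group against C group), 4 gave at least 1849 (S group against O group) and 50 gave at least 635 (O group against C group). In PBMCs, 78 gave at least 400, 8 gave at least 1796 and 11 gave at least 1759, in the same order. At an adjusted P under 0.05, 6 splits gave at least 1 gene in platelets of S group and C group and 2 gave at least 5 in PBMCs, whichever genes these were. The other 4 adjusted counts are 0, which all 100 splits reach. Of splits of the 15 libraries into 3 groups, 15 of 100 gave at least 436 genes in both comparisons in platelets and 37 at least 126 in PBMCs, while all 100 reached the adjusted counts of 0. The clusters had as high an adjusted Rand index in 67 splits for platelets and 49 for PBMCs when the genes were selected again in each split. For platelets against PBMCs 1 split, the real one, reached 11686 genes. The interactions with an adjusted P under 0.05 were 0 and all 100 splits reached this, and 44 and 58 splits gave as many as the 1094 and 847 genes at an unadjusted P under 0.05.

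Replicate numbers appear to pair PBMC libraries of S group with those of the other groups. The residual correlation of S group and C group libraries with the same number was 0.267 to 0.559 in 5 of 5 pairs. For S group and O group it was 0.108 to 0.389. For O group and C group it was 0.0397 to 0.419, and over 0.1 in 4 of 5 pairs. Among the 16 splits that part all 5 pairs, 4 gave at least 400 genes for S group against C group and 1 gave at least 5 adjusted genes. With the pairs as a block, 7 gave at least 651 genes and 2 at least 4 adjusted genes. For S group against O group, only the real split gave 1796 genes, or 2023 with the block.

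Lymphocyte genes are among the platelet genes higher in S group than in both other groups. Genes were ordered by their PBMC to platelet ratio in O group and divided into 10 sets of nearly equal size. In the highest set 296 of 1327 genes (22.3%) were higher in S group than in C group at an unadjusted P under 0.05 and 0 lower, and in the lowest set 6 were higher and 43 lower. A candidate explanation is a larger share of leukocyte RNA in the S group preparations. All 19 B cell and 20 T cell genes of the lists had a mean above 1 CPM in the platelet libraries and 0 of them are among the selected genes. The most abundant B cell gene, Ighm, was at 527 ± 119 CPM in platelets of S group and 458 ± 48.8 in C group (SD, n = 5). The rank correlation of the change with this ratio was 0.479, with a permutation P of 0.254. For S group against O group, with the ratio and the 10 sets taken from C group instead, it was 0.163 (permutation P = 0.738), with 349 genes higher and 35 lower in the highest set and 63 higher and 31 lower in the lowest, so this stays open. The selected genes were chosen for a change in S group, which a low level in O group or C group also turns into a high ratio. With the ratio taken from S group, 27 of the 35 tested lay in the 2 highest sets, against 31 with that from O group. The Xist level of platelet libraries, which whole nucleated leukocytes would bring, had a median of 10.8% of the PBMC level, against 67.1% for the B cell list and 55.4% for the T cell list, and in 12 of 15 libraries Xist, Malat1 and Neat1 were below both lists, which argues against whole leukocytes as the main source. In S5 it was 76.5%. The correlation of the change against C group with the ratio was 0.542 among genes of similar GC content. That change had a correlation of 0.0930 with gene length. This argues against GC content and gene length as the whole cause of the trend against C group. The change also correlated with GC content itself, by 0.304 against C group. Against O group it did so by 0.231, above the 0.163 for the ratio, so GC content as a part of the cause stays open. The number of mice pooled, library size (exact permutation P = 0.214) and, for the B cell score, a single library cannot be told apart from an immune response, since the libraries are too few. C group pools of 10 mice differed from those of 5 mice by 0.00332 in the B cell score (exact permutation P = 1, where 0.1 is the smallest possible) and by -0.0875 in the T cell score (exact permutation P = 0.2), which is opposite to a higher score in larger pools. O group pools went the other way. Their B cell score was 4.97 and 5.49 with 3 mice, 5.50 with 4, and 6.07 and 6.08 with 5. Their T cell score was 4.02 and 4.64, then 4.62, then 4.87 and 4.89, in the same order. The lowest B cell difference of S group against O group was 0.527 without O1 (exact permutation P = 0.0556), and 0.563 without S5 (exact permutation P = 0.0714) when only S group libraries were left out. The B cell difference against C group was 0.0956 without S5. For the T cell score, the 10 fits that each left out 1 library gave 0.153 to 0.233 against C group (highest exact permutation P = 0.0476) and 0.302 to 0.519 against O group (highest exact permutation P = 0.0397), which argues against a single library. With the leukocyte score as a covariate, 27 of the 436 genes were shared and 1 of 35 selected genes met the criteria, while Cdkn1a had a log2 fold change of 1.90 (adjusted P = 0.236). That score was higher in S group than in C group by 0.27 (exact permutation P = 0.111) and than in O group by 0.51 (exact permutation P = 0.0317).

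PBMC group means of O group correlated less with those of C group than S group means did. Without the 10 most abundant genes r was 0.824, which argues against those genes as the whole cause. The erythroid difference described above stays open as an explanation.

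Of 102 list scores, 15 had an exact permutation P under 0.05, where 5.1 are expected, 6 in platelets and 9 in PBMCs. After adjustment 0 did (smallest adjusted P = 0.202). In platelets these were (exact permutation P) B cell (0.69 in S group against O group, P = 0.0317), T cell (0.19 against C group, P = 0.0317, and 0.45 against O group, P = 0.0159), adhesion molecules (0.27 in S group against O group, P = 0.0159, and -0.14 in O group against C group, P = 0.0317) and mitotic genes (-0.48 in S group against O group, P = 0.0238). In PBMCs they were (exact permutation P) T cell (0.36 in S group against O group and -0.35 in O group against C group, P = 0.0159 each), NK cell (0.51, P = 0.00794, and -0.38, P = 0.0476), monocyte and macrophage (-0.35 in S group against O group, P = 0.0159), erythroid (-2.27 in S group against O group, P = 0.0238, and 2.47 in O group against C group, P = 0.0159), melanoma (-0.076 in O group against C group, P = 0.0317) and lysosome (-0.12 in S group against O group, P = 0.0159). The smallest exact permutation P of the other lists was 0.476 for platelet and megakaryocyte (-0.31 in PBMCs of S group against O group), 0.0635 for keratinocyte (-0.11 in platelets of O group against C group), 0.0635 for cytokines (0.17 in platelets of S group against C group, 0.19 against O group) and 1 for Y chromosome (-0.50 in platelets of S group against C group). For platelets of S group against O group it was 0.190 for neutrophil (-0.73), 0.0714 for liver (0.15), 0.0873 for ribosomal proteins (-0.24) and 0.183 for oxidative phosphorylation (-0.35), in the same exact permutation test.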
